# Glutathione triggers leaf-to-leaf, calcium-based plant defense signaling

**DOI:** 10.1038/s41467-025-57239-1

**Published:** 2025-02-24

**Authors:** Rui Li, Yongfang Yang, Hao Lou, Weicheng Wang, Ran Du, Haidong Chen, Xiaoxi Du, Shuai Hu, Guo-Liang Wang, Jianbin Yan, Xiaoyi Shan, Daoxin Xie

**Keywords:** Herbivory, Biotic, Wounding

## Abstract

Animals rely on nervous systems to cope with environmental variability, whereas plants are characterized by lack of nervous system but still have evolved systemic communication systems through signaling molecules that trigger long-distance defense signaling events when encountered with environmental challenges. Here, our genetic screening of the previously constructed hairpin RNA-based *Arabidopsis* library identifies a glutathione (GSH)-deficient mutant that has high accumulation of glutamate (Glu), a previously defined wound signal essential for activating plant defense, but disharmoniously exhibits attenuation of defense signaling events. We further uncover GSH as a critical signaling molecule that relies on GLUTAMATE RECEPTOR-LIKE 3.3 (GLR3.3) to trigger long-distance calcium-based defense signaling events in plants. Our findings offer new insights into highly sophisticated systemic defense systems evolved by plants to defend against herbivory and pathogen invasion.

## Abstract (web summary)

Li et al. identified GSH as a signaling molecule that triggers wound-induced systemic [Ca^2 +^]_cyt_ transmission, activates JA biosynthesis, and regulates plant defense responses, highlighting the complex mechanisms of plant systemic defense signaling.

## Introduction

Animals rely on well-developed nervous systems to dexterously take prompt movements and rapidly facilitate long-range information exchange in front of the changing environment. In mammalian nervous systems, many different types of chemical substances, including amino acids (e.g., glutamate), monoamines (e.g., dopamine, norepinephrine), acetylcholine, peptides (e.g., substance P), serve as neurotransmitters to bind their corresponding receptors, then activate ion channels, and consequently produce ion flux^1^, thereby inducing membrane potential changes that lead to signal propagation for neurotransmission^1–4^.

Plants are characterized by lack of a nervous system but still have the ability to systematically communicate the environmental signals from the site of perception to the distal tissues^5^. In response to herbivorous insect attack or wounding at local leaves, wound signaling molecules are released at the damaged plant cells, and may bind corresponding receptors to trigger propagation of slow wave potentials (SWPs)^6–9^, initiate transmission of cytoplasmic calcium ([Ca^2+^]_cyt_)^10–15^, and consequently activate biosynthesis of defensive phytohormone jasmonic acid (JA), thereby mediating expression of defense-responsive genes for systemic defense responses in plants^7,8,11,12,16–18^.

Many different types of chemical substances were revealed as neurotransmitters that induce long-distance ionic responses to effectively mediate neurotransmission in mammals^4^. However, in plant kingdom, only an amino acid and a protein, namely the glutamate (Glu) and the recently discovered “Ricca’s factor” β-THIOGLUCOSIDE GLUCOHYDROLASE (TGG) are so far defined as wound signals that depend on glutamate receptor-like (GLR) protein, the homologous protein of mammalian ionotropic Glu receptors (iGluRs), to activate systemic plant defense response^6,7,11^. In this study, our genetic screening of the previously constructed hairpin RNA-based *Arabidopsis* library^19^ identified a glutathione (GSH)-deficient mutant that highly accumulated Glu, the previously defined molecule crucial for activation of plant defense, but disharmoniously exhibited attenuation of defense signaling events. We further uncovered GSH as a critical signaling molecule that relies on GLR3.3 to trigger long-distance propagation of calcium-based defense signaling events.

## Results

### Identification of GSH as a signaling molecule that activates long-distance plant defense signaling events

During the genetic screening of the rolling circle amplification-mediated hairpin RNA (RMHR)-based *Arabidopsis* library^19,20^ for mutants with altered defense response to a disastrous plant fungal pathogen *Botrytis cinerea* (*B. cinerea*), we identified a mutant, termed *hairpin RNA-52* (*hr-52*), which exhibited obvious susceptibility to *B. cinerea* infection (Supplementary Fig. 1). A single gene *AT4G23100* was identified with PCR analysis on the mutant genomic DNA^19,20^.

To further verify that the decreased resistance in the *hr-52* mutant is caused by the interference with *AT4G23100* gene, we obtained the previously reported mutant *pad2-1* with the Ser298Asn substitution (S298N) within AT4G23100^21^ to assess its responses to *B. cinerea* infection and insect attack. The results showed that *pad2-1* exhibited severe susceptibility to *B. cinerea* and *Spodoptera exigua*, a globally agricultural pest, while genetic transformation of *pad2-1* with *PAD2* (*AT4G23100*) completely restored the resistance (Supplementary Figs. 2 and 3). Our results together with the previous findings^21–23^ demonstrate that *AT4G23100* gene is essential for plant defense response against *B. cinerea* infection and insect attack.

It was known that the *AT4G23100* gene encodes the gamma-glutamylcysteine synthetase catalyzing the reaction between Glu and cysteine for generation of glutamylcysteine in the GSH biosynthesis pathway^24^. We found that a high level of Glu (875.42 μg/g FW) was accumulated in the *pad2-1* mutant compared to WT (494.96 μg/g FW) while the GSH content in *pad2-1* (4.91 μg/g FW) was severely decreased to 5.9% of WT (82.94 μg/g FW) (Fig. 1a, b). It is surprising that such a high level of Glu failed to induce plant defense in *pad2-1* (Supplementary Figs. 2 and 3), which seems to be inconsistent with the previously defined role of Glu as a critical wound signal that activates plant defense response^11^. The observed susceptibility in the GSH-deficient *pad2-1* mutant suggests an indispensable role for GSH in plant defense, which encourages us to further investigate whether GSH acts as wound signal to trigger long distance calcium-based defense signaling events.

**Fig. 1:**
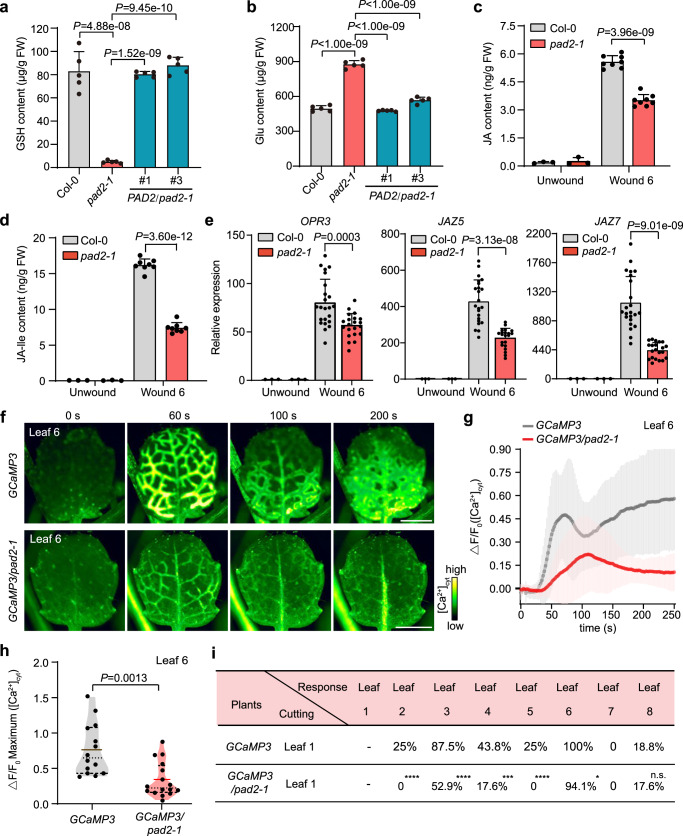
Defense signaling events are attenuated in GSH-deficient *pad2-1* mutant plant. **a**, **b** Contents of GSH (**a**) and Glu (**b**) in Col-0, *pad2-1*, *PAD2*/*pad2-1*#1 and *PAD2*/*pad2-1*#3 plants. Data are mean ± SD (*n* = 5). Statistical significance was determined by Dunnett’s test. **c**–**e** JA (**c**), JA-Ile (**d**) contents and defense gene expression levels (**e**) in target leaf 6 before and 30 min after wounding leaf 1 of Col-0 and *pad2-1*. Data are mean ± SD (*n* = 3 for leaf 6 from unwounded plants), *n* = 8 for leaf 6 from wounded plants in (panel **c**, **d**); *n* = 3 for leaf 6 from unwounded plants, *n* = 21 for wounded *pad2-1* and *n* = 23 for wounded Col-0 plants in (panel **e**). Statistical significance was determined by two-sided Welch’s *t*-test. **f** [Ca^2+^]_cyt_ fluorescence signal imaging in target leaf 6 of *GCaMP3* and *GCaMP3*/*pad2-1* plants upon cutting leaf 1 (0 s). Scale bars: 1 mm. **g**, **h** Quantitative measurement of [Ca^2+^]_cyt_ levels (**h**) and maximum [Ca^2+^]_cyt_ fluorescence changes (**i**) in target leaf 6 after wounding leaf 1 of *GCaMP3* and *GCaMP3*/*pad2-1* plants. Data are mean ± SD (*n* = 14 for GCaMP3, *n* = 16 for *GCaMP3*/*pad2-1*). Statistical significance was determined by two-sided Welch’s *t*-test. **i** Percentage of cases with [Ca^2+^]_cyt_ transmission for each systemic leaf in *GCaMP3* and *GCaMP3/pad2-1* plants wounded at leaf 1. 16 *GCaMP3* and 17 *GCaMP3/pad2-1* plants were subjected to observation of [Ca^2+^]_cyt_ fluorescence and only systemic leaf showing obvious [Ca^2+^]_cyt_ fluorescence was calculated as a case with [Ca^2+^]_cyt_ transmission. Statistical significances compared to *GCaMP3* was assessed using Fisher’s exact test, indicated as follows: *P < 0.05, ***P < 0.001, ****P < 0.0001, n.s. denotes not significant. Source data are provided as a Source Data file.

To verify the role of GSH in activating long-distance plant defense signaling events, we wounded leaf 1 of *pad2-1* and Col-0, and then measured the accumulation of wound-induced plant defensive hormonal molecules in leaf 6, considering that leaf n shares direct vascular connections with leaves n ± 5 and n ± 8 while leaves n ± 3 may represent contact parastichies formed by proximal but unconnected vasculature in adult *Arabidopsis* rosettes^7,25^. Consistent with the reduced plant resistance in *pad2-1*, the defensive phytohormone jasmonates were obviously decreased in the leaf 6 of *pad2-1* to ~63.04% (for JA) and ~45.81% (for JA-Ile) of those in Col-0 upon wounding leaf 1 (Fig. 1c, d). Moreover, the expression of JA-inducible defense marker genes *OPR3*, *JAZ5*, and *JAZ7* was also significantly attenuated in leaf 6 of *pad2-1* compared to Col-0 upon wounding leaf 1 (Fig. 1e). These results suggest that GSH might serve as a critical signaling molecule essential for activation of plant systemic defense signaling events.

To further explore the underlying mechanism of GSH in activating systemic plant defense responses, we introduced the [Ca^2+^]_cyt_ reporter GCaMP3 into *pad2-1*, generating *GCaMP3*/*pad2-1* plant, to investigate whether the GSH-deficient mutant attenuated the wound-induced systemic [Ca^2+^]_cyt_ transmission. Upon mechanical wounding of leaf 1, both amplitude and kinetics of [Ca^2+^]_cyt_ propagation in leaf 6 were reduced in *GCaMP3*/*pad2-1* compared with *GCaMP3* plants (Fig. 1f, g; Supplementary Fig. 4; Supplementary Movies 1 and 2). The peak value of [Ca^2+^]_cyt_ fluorescence changes in leaf 6 of *GCaMP3/pad2-1* was reduced to ~44.15% of that in *GCaMP3* (Fig. 1h). Consistently, the percentage of each systemic leaf that showed apparent increased [Ca^2+^]_cyt_ fluorescence was reduced in *GCaMP3/pad2-1* (Fig. 1i). These data reinforce the role of GSH in triggering the wound-induced systemic [Ca^2+^]_cyt_ propagation in plants.

Taken together, the above-mentioned data suggest that GSH might serve as an important wound signal that triggers wound-induced systemic [Ca^2+^]_cyt_ transmission, activates JA biosynthesis, and regulates plant defense responses.

### GSH triggers long-distance [Ca^2+^]_cyt_ transmission

To further validate that GSH acts as a wound signal triggering long-distance plant defense signaling events, we applied GSH (with Glu and sorbitol as positive and negative controls, respectively) to leaf 1 of the *GCaMP3* plants and visualized the systemic [Ca^2+^]_cyt_ in the whole seedlings (Fig. 2a, b). Intriguingly, the fast and transient increase of [Ca^2+^]_cyt_ was notably triggered in systemic leaves (including leaf 3, 4, and 6) by GSH (Supplementary Movie 3) at the level comparable to that induced by Glu (Fig. 2a). Specifically, [Ca^2+^]_cyt_ rapidly increased to the peak value in leaf 6 at ~230 s upon treatment on leaf 1 with GSH rather than sorbitol (Fig. 2c; Supplementary Fig. 4), and more distal leaves showed [Ca^2+^]_cyt_ propagation with the increased GSH concentrations (Supplementary Fig. 5). Moreover, the GSH-triggered systemic [Ca^2+^]_cyt_ transmission was dramatically repressed by pretreatment on the petiole of the wounded leaf with the Ca^2+^ channel inhibitor LaCl_3_ (Fig. 2e-g). To exclude the possibility that GSH is cleaved by enzymes to release glutamate for Ca²⁺ signal propagation, we employed GGsTop, a well-known chemical inhibitor that specifically targets gamma-glutamyl transpeptidase (GGT), the enzyme responsible for converting GSH to Glu^26^. Our results showed that there were no significant differences in the Ca²⁺ signaling response when GSH was used in combination with GGsTop compared to that of GSH treatment alone (Supplementary Fig. 6), suggesting that GSH was not converted to Glu for activation of systemic Ca^2+^ signaling. Additionally, we synthesized another tripeptide (Glu-Pro-Ala), which contains glutamate along with two different amino acids, and investigated its effects in triggering systemic Ca^2+^ signal propagation in plants. Unlike GSH treatment, application of Glu-Pro-Ala failed to induce long-distance transmission of Ca²⁺ signal in plants (Supplementary Fig. 7), reinforcing the role of GSH as a signaling molecule that effectively triggers systemic [Ca^2+^]_cyt_ propagation in plants.

**Fig. 2:**
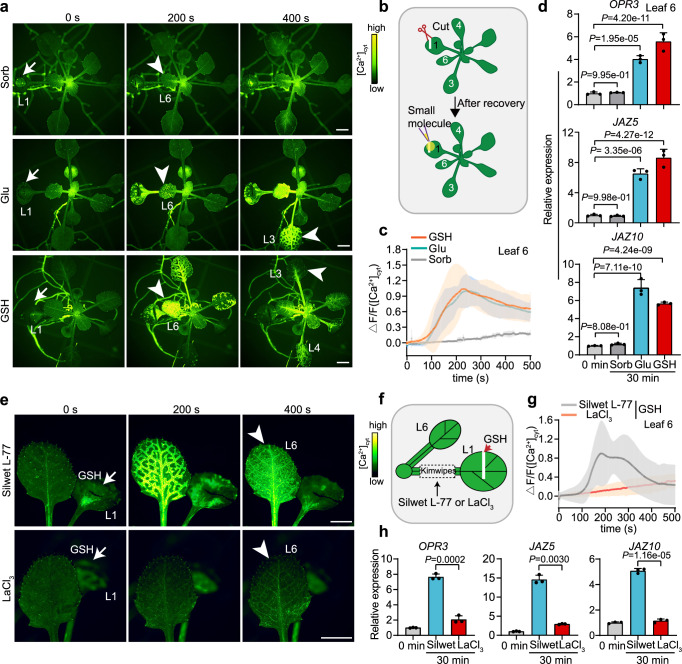
GSH triggers [Ca^2+^]_cyt_ propagation and defense gene expression in systemic leaves. **a** [Ca^2+^]_cyt_ fluorescence signal imaging of *GCaMP3* plants after 100 mM GSH, Glu, and sorbitol (sorb) application to leaf 1 (L1) (white arrow, 0 s) respectively. White arrowheads (200 s, 400 s) indicate leaf 6 (L6) and leaf 3 (L3). Scale bars: 2 mm. **b** Schematic diagram for application of small molecule to the cut edge of damaged leaf 1. Small molecule was added to the cut edge of the damaged leaf 30 min after wounding for assessment of small molecules-induced Ca^2+^ signal transmission. In contrast, a longer recovery period of 5 h post pre-cutting was required for the assessment of small molecules-activated gene expression levels. **c**, **d** Quantitative measurement of [Ca^2+^]_cyt_ levels (**c**) and expression levels of defense genes (**d**) in target leaf 6 at indicated times after application of 100 mM GSH, Glu, and sorbitol to leaf 1 of *GCaMP3* plants. Data are mean ± SD (*n* = 3, 9, 9 for sorbitol, GSH and Glu treatment in **c**, n = 3 for d). Statistical significance was determined by Dunnett’s test. **e** [Ca^2+^]_cyt_ fluorescence signal imaging of *GCaMP3* plants pretreated with LaCl_3_ or Silwet-L77 after 100 mM GSH application to leaf 1 (L1) (white arrow, 0 s). White arrowhead (400 s) indicates leaf 6 (L6). Scale bars: 2 mm. **f** Schematic diagram of LaCl_3_ pretreatment before GSH treatment. LaCl_3_ (50 mM) was added to a strip of Kimwipes laid over the petiole of leaf 1 (L1). 0.05% (v/v) Silwet-L77 was added as a wetting agent to improve LaCl_3_ penetration of the cuticle. **g**, **h** Quantitative measurement of [Ca^2+^]_cyt_ levels (**g**) and defense gene induction (**h**) in target leaf 6 after application of 100 mM GSH to leaf 1 of *GCaMP3* plant pretreated with LaCl_3_ or Silwet-L77 at indicated times. Data are mean ± SD (*n* = 5 for g, *n* = 3 for h). Statistical significance was determined by two-sided Welch’s *t*-test. Source data are provided as a Source Data file.

Consistently, GSH application on leaf 1 significantly induced the expression of defense-responsive genes (*OPR3*, *JAZ5*, and *JAZ10*) in leaf 6 (by ~5.6, ~8.6 and ~5.7 folds), which is comparable to that induced by Glu (Fig. 2d). Moreover, pretreatment on the petiole of the wounded leaf with LaCl_3_ severely reduced the GSH-inducible expression of defense genes in systemic leaves (Fig. 2h), verifying that propagation of [Ca^2+^]_cyt_ is required for GSH-induced defense gene expression. Collectively, these results demonstrate that GSH acts as an important wound signal in triggering leaf-to-leaf, calcium-based plant defense signaling.

### GSH activates the transcriptional expression of defense-related genes in plant systemic leaves

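Leaf 6 of WT *Arabidopsis* plants 22 to 24 days old was sequenced in 3 libraries from plants whose leaf 1 had received GSH (100 mM, 1 h) and in 3 libraries of non-stimulated mock control plants. The authors mapped paired-end reads with HISAT2 and deposited, for each gene and library, FPKM values from StringTie. These values are already normalized for transcript length and for the number of mapped fragments. The FPKM values of a library summed to between 561200 and 577265 in the mock group, with a median of 572068, and to between 553859 and 572708 in the GSH group, with a median of 571610. Such sums are not numbers of fragments, so the depth behind each value is unknown. Between 21423 and 21506 genes had a value above 0 in each mock library, and between 21447 and 21750 in each GSH library. Across genes, the lowest correlation of log2(FPKM + 1) between replicates was 0.985 in the mock group and 0.977 in the GSH group. The 2 groups were compared on log2(FPKM + 1) with limma's moderated test, in which the prior variance followed mean expression. Addition of 1 to each FPKM value makes the fold changes of genes with low expression smaller than their ratios of FPKM. The test covered 16878 genes with at least 1 FPKM in 3 or more of these libraries. A gene counted as a DEG at the thresholds given in the paper's methods, an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1.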

To get deeper insights into the GSH-triggered systemic defense signaling events in plants, we performed transcriptome profiling on leaf 6 collected after 1  h application of GSH to leaf 1 of WT plants. 

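By these thresholds, 205 genes were DEGs in leaf 6 of GSH-treated plants. An adjusted p under 0.05 alone was reached by 779 genes. The unadjusted p was under 0.05 for 3442 genes. In each of the 205 DEGs, the GSH libraries lay either all above or all below the mock libraries. Such a separation was found in 26.5% of the tested genes, and chance gives 10%. The largest increase was that of TCH3 (AT2G41100), which rose from 1.93 ± 1.65 FPKM (SD, n = 3) in the mock group to 75.8 ± 41.4 FPKM (SD, n = 3) in the GSH group. Its log2 fold change was 4.69 (standard error 0.44, adjusted p = 0.00076 from limma). TCH3 overlaps another annotated gene in TAIR10.1, so part of its signal could belong to that gene. TAT3 (AT2G24850) had a log2 fold change of 4.65, AT2G43620 of 4.45, AT3G15356 of 4.14 and AOC1 (AT3G25760) of 4.02. The largest decrease was that of AT1G66820, which was listed at 0 in every GSH library and at 7.02, 9.51 and 6.75 FPKM in the mock libraries. It was also listed at 0 in the 3 untreated libraries of the wounding experiment, and it overlaps AT1G66830 on the opposite strand. P5CS1 (AT2G39800) had a log2 fold change of -1.32 (standard error 0.11, adjusted p = 0.00045 from limma). It too overlaps another annotated gene. AT1G48100, EXPB1 (AT2G20750) and AT1G01250 had log2 fold changes of -1.09, -1.09 and -1.04, and AT1G48100 overlaps other annotated genes. Each of these 3 genes lost its call in several of the fits that left out a single library; without GSH replicate 2, their adjusted p values were 0.051, 0.083 and 0.053 from limma. Over all alternatives, these ranged from 0.0020 to 0.11, from 0.0018 to 0.13 and from 0.0074 to 0.13. Among the alternatives, the adjusted p alone changed the number of DEGs most. Without the filter on low expression, 84 genes were DEGs. Without GSH replicate 1, 358 genes were DEGs, and without mock replicate 1, 134.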

We identified 378 differentially expressed genes (DEGs) in the systemic leaf of GSH-treated plants compared to non-stimulated mock control plants (Supplementary Data 1). Among them, 354 genes including a large number of key defense-responsive genes were upregulated while 24 genes were downregulated (Fig. 3a), which is well consistent with the tendency of transcriptome data from plants in response to wounding, namely, more transcripts are upregulated than downregulated^27,28^. 

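In the re-computed list, 199 DEGs were upregulated and 6 were downregulated, so that 97.1% of them were upregulated. The median log2 fold change of all tested genes was 0.04. Upregulated DEGs numbered 342 without GSH replicate 1 and 132 without mock replicate 1, and downregulated DEGs numbered 16 and 2 in the same fits. With the adjusted p alone, 683 genes were higher and 96 lower. Of the downregulated DEGs, 4 of 6 overlap another annotated gene, against 34.0% of the tested genes (two-sided Fisher's exact test, p = 0.19). Of the upregulated DEGs, 22.8% do (p = 0.00066 in the same exact test).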

Gene Ontology analysis (GO) of these DEGs further revealed significant enrichment of terms associated with plant defense signaling, including defense response, cellular responses to JA, response to wounding, and response to hormone (Fig. 3b; Supplementary Data 2). 

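Supplementary Data 2 names the DEGs assigned to each GO term, and the values of these genes were re-computed. The annotation of all genes was not used here, so the enrichment itself was not re-computed. The term defense response holds 40 of the paper's DEGs, of which 30 passed the filter on low expression and 24 were DEGs, with a median log2 fold change of 1.40. Cellular response to jasmonic acid stimulus holds 17 genes, of which 16 were tested and 14 were DEGs, and the median log2 fold change was 1.44. Of the 34 genes in response to wounding, 28 were tested and all 28 were DEGs, with a median log2 fold change of 1.68 after GSH treatment. Response to hormone holds 40 genes, of which 27 were tested and 19 were DEGs, with a median of 1.43. One of these 27 had a lower mean in GSH-treated plants. The genes of these terms were chosen by the study from the same libraries, so these counts are not independent evidence. Over all the terms re-computed, which include those for ethylene, salicylic acid and oxidative stress, 62 of 106 genes were DEGs. Without the filter on low expression, this number was 32.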

Consistent with the transcriptome analysis, qRT-PCR also showed that expression of defense marker genes (*CYP94C1*, *JAZ13*, *LOX4*, *OPR3*, *JAZ5*, *JAZ7*, and *JAZ10*) was highly induced in the systemic leaf tissues of GSH-treated plants (Fig. 3c, d; Supplementary Fig. 8). These data provide an overview of the GSH-induced gene expression in plant systemic leaf tissues and further indicate the important role of GSH in triggering plant long-distance defense signaling.

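In the RNA-seq libraries, all 7 of these genes were DEGs after GSH treatment. CYP94C1 (AT2G27690) rose from 0.502 ± 0.135 FPKM (SD, n = 3) in mock plants to 2.84 ± 0.616 FPKM (SD, n = 3), a log2 fold change of 1.35 (standard error 0.17, adjusted p = 0.0033 from limma). JAZ13 (AT3G22275) had 0.0891 ± 0.0794 FPKM and 2.45 ± 0.590 FPKM, a log2 fold change of 1.65 (standard error 0.17, adjusted p = 0.0014 from limma). LOX4 (AT1G72520) rose from 2.31 ± 0.431 to 10.2 ± 2.00 FPKM, with a log2 fold change of 1.75 (standard error 0.16, adjusted p = 0.00065 from limma). The most abundant of the 7 was OPR3 (AT2G06050), at 54.3 ± 2.87 FPKM in mock plants and 159 ± 10.3 FPKM after GSH, a log2 fold change of 1.53 (standard error 0.085, adjusted p = 6.1e-05 from limma). JAZ5 (AT1G17380) rose from 1.87 ± 0.273 to 13.6 ± 1.54 FPKM, a log2 fold change of 2.35 (standard error 0.12, adjusted p = 5.1e-05 from limma). JAZ7 (AT2G34600) had 0.134 ± 0.119 FPKM in mock plants and 3.97 ± 0.797 FPKM after GSH, with a log2 fold change of 2.13 (standard error 0.17, adjusted p = 0.00033 from limma). JAZ10 (AT5G13220) rose from 0.594 ± 0.169 to 9.02 ± 0.227 FPKM, a log2 fold change of 2.66 (standard error 0.12, adjusted p = 3.4e-05 from limma). For each of the 7, every GSH library lay above every mock library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). JAZ13 and JAZ10 each overlap another annotated gene in TAIR10.1; the other 5 overlap none. JAZ proteins belong to a gene family whose members could share reads in the authors' assignment.

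**Figure D1:**
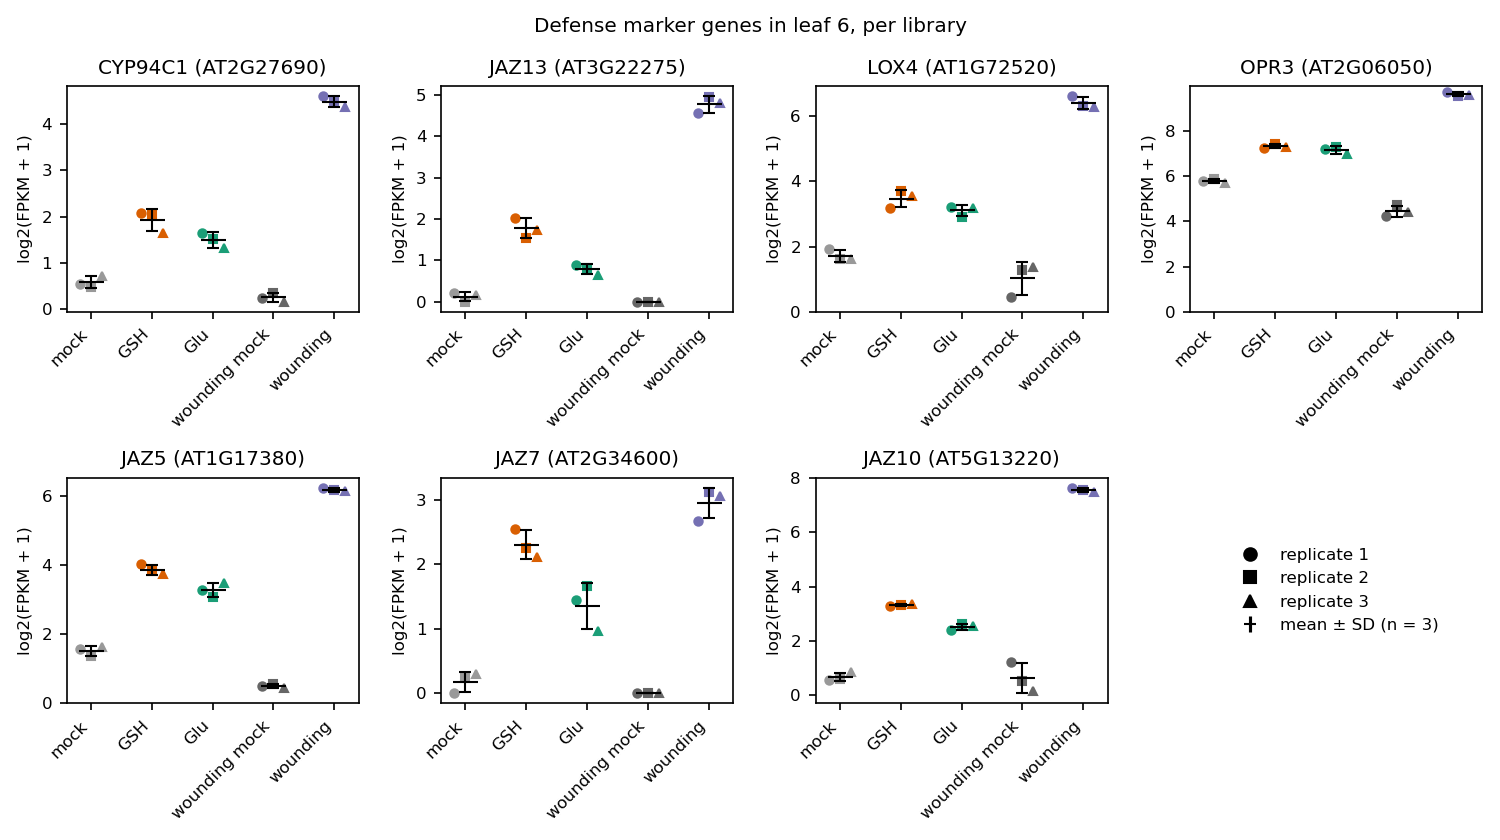
Expression of the 7 defense marker genes in leaf 6, as log2(FPKM + 1), for each library of the 5 groups, with the mean and SD of 3 libraries. For each gene, all GSH libraries lie above all mock libraries.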

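Gene lists for the JA pathway, written before the data were examined, were tested as sets with fry from limma, with p values adjusted over the 66 tests of 11 lists in 6 comparisons. All 11 tested JAZ repressor genes were higher after GSH treatment, with a median log2 fold change of 1.38 (limma fry adjusted p = 0.00020). Of these, 9 had an adjusted p under 0.05 over all genes and 11 when adjusted over the list alone. Of the 13 tested genes of JA biosynthesis, 12 were higher, with a median of 0.98 (limma fry adjusted p = 0.00074), and 8 and 10 genes passed over all genes and adjusted over the list alone. The 6 tested genes of JA catabolism were all higher, with a median of 1.52 (limma fry adjusted p = 6.1e-05), and all 6 passed in both ways. The paper's list of DEGs already contains 7, 6 and 7 members of these lists, so adjustment over the list alone is not independent evidence. Over the 66 tests, 28 passed an adjusted p of 0.05 in fry, 33 in camera with a preset correlation of 0.01, and 23 in both. With the correlation estimated from the data, a test chosen after seeing the data, camera gave 6. Among the lists after GSH, only JA catabolism passed it (limma camera adjusted p = 0.026), while JAZ repressors and JA biosynthesis did not (0.053 and 0.081). The other 5 were JAZ repressors and JA biosynthesis after wounding and the 3 JA lists in the difference of the GSH and wounding effects. PAD2 (AT4G23100), which encodes the enzyme of GSH synthesis altered in *pad2-1*, did not change significantly (log2 fold change -0.08, standard error 0.10, adjusted p = 0.72 from limma), and the sign changed without GSH replicate 1, to 0.03. The paper takes the induction of these genes in systemic leaves as a further sign of an important role of GSH in triggering long-distance defense signaling. Its other evidence includes calcium imaging and mutant plants.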

**Fig. 3:**
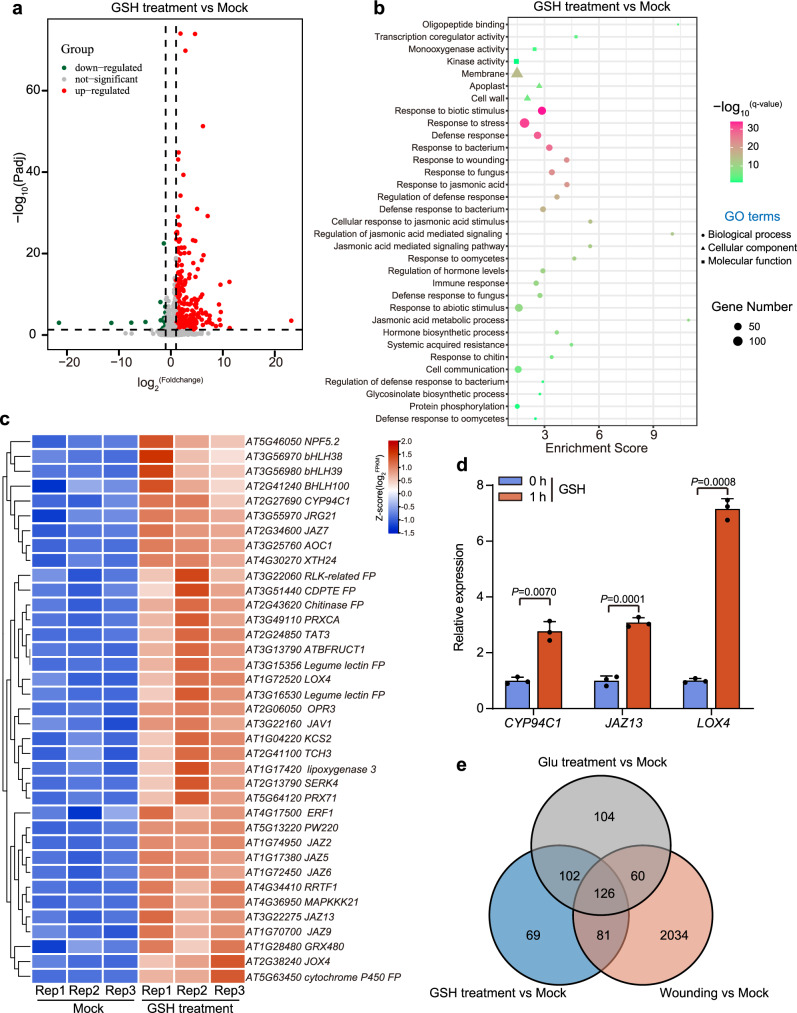
Transcriptome analysis of GSH-induced defensive gene expression in plant systemic leaves. **a** Volcano plot of differentially expressed genes (DEGs) in target leaf 6 of WT plants after application of 100 mM GSH to leaf 1 compared to non-stimulated mock control plants. **b** Gene ontology (GO) analysis of the responsive genes in target leaf 6 of GSH-treated plants. DEGs in (**a**) were used as input for GO analysis. **c** Heatmap showing the relative expression changes of defense-responsive genes in the target leaf 6 of GSH-treated plants and non-stimulated mock control plants. FP, Family Protein; rep, replicate. **d** The relative expression of selected defense-responsive genes in the target leaf 6 of GSH-treated plants and non-stimulated mock control plants determined by qRT-PCR. Data are mean ± SD (*n* = 3). Statistical significance was determined by two-sided Welch’s *t*-test. **e** Venn diagram showing the overlap of DEGs in wounding vs mock, GSH treatment vs mock, and Glu treatment vs mock. Source data are provided as a Source Data file.

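The heatmap shows 37 genes, of which 34 passed the filter on low expression in the comparison of GSH with mock. All 34 were upregulated, with log2 fold changes from 0.94 to 4.69 and a median of 1.94. Of these, 33 were DEGs. JAV1 (AT3G22160) had an adjusted p of 0.011 from limma and a log2 fold change of 0.94, just under the threshold. NPF5.2 (AT5G46050), RRTF1 (AT4G34410) and JOX4 (AT2G38240) were not tested. Their means after GSH treatment were 0.899 ± 0.235, 0.670 ± 0.114 and 0.904 ± 0.241 FPKM (SD, n = 3), against 0.147 ± 0.0370, 0.0140 ± 0.0122 and 0.0881 ± 0.0348 FPKM in mock plants. Among the 30 genes shown apart from the 7 markers, 5 overlap another annotated gene: bHLH38, KCS2 (AT1G04220), TCH3, RRTF1 and AT3G16530. The transcription factor gene bHLH38 (AT3G56970) had 1.30 ± 0.308 FPKM in mock plants, and 69.7, 16.2 and 11.3 FPKM in the GSH libraries. Its log2 fold change was 3.43 (standard error 0.53, adjusted p = 0.0094 from limma). The neighboring gene bHLH39 (AT3G56980) had a log2 fold change of 3.05 (standard error 0.37, adjusted p = 0.0028 from limma) and BHLH100 (AT2G41240) of 3.42 (standard error 0.52, adjusted p = 0.0093 from limma). Of the untreated libraries of the wounding experiment, 2 lay within the range of the GSH libraries, with 0.252, 18.9 and 16.0 FPKM of bHLH38. Against those libraries as control, the log2 fold changes of bHLH38, bHLH39 and BHLH100 were 1.71, 1.69 and 1.84, with adjusted p values of 0.43, 0.33 and 0.44 from limma. The adjusted p over all alternatives ranged from 5.5e-05 to 0.43, from 2.2e-05 to 0.33 and from 0.0033 to 0.44.

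**Figure D2:**
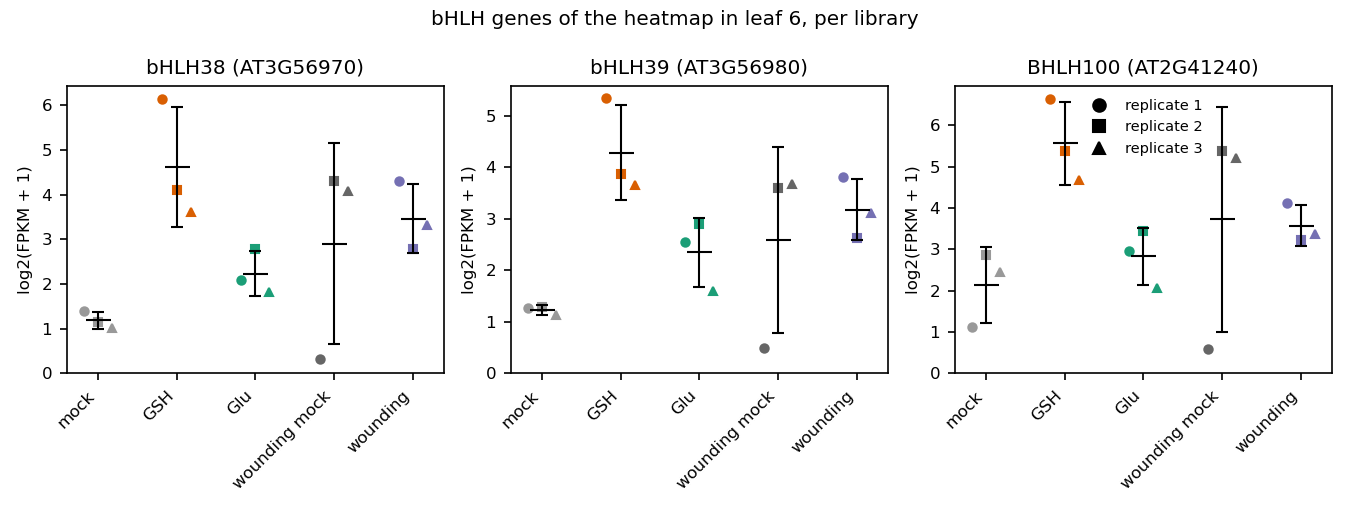
Expression of bHLH38, bHLH39 and BHLH100 in leaf 6, as log2(FPKM + 1), for each library of the 5 groups, with the mean and SD of 3 libraries. The GSH libraries lie above the mock libraries, and for each gene the highest wounding mock library lies above the lowest GSH library.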

To further investigate the relations between GSH and Glu in plant wound response, we generated transcriptome data sets from leaf 6 1 h after wounding leaf 1 (Supplementary Data 3) or application of Glu to leaf 1 (Supplementary Data 4), and then compared these data to that induced by GSH. This comparison showed that 207 DEGs were co-regulated by wounding and GSH treatment, while 228 DEGs were found in both GSH and Glu treatment groups. Moreover, a total of 267 DEGs from GSH- and Glu-treated groups existed in wounding treatment, among which 126 genes were co-regulated by GSH, Glu and wounding, 81 genes were only regulated by GSH and wounding, and 60 genes were only regulated by Glu and wounding (Fig. 3e). These overlapped genes which are co-regulated by GSH, Glu, and wounding or independently regulated by GSH and wounding, Glu and wounding are all mainly involved in plant defense signaling, including plant response to wounding, stress, JA, and biotic stimulus, regulation of cell communication, and innate immune response, suggesting that GSH and Glu are involved in wound-induced plant systemic defense response.

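Leaf 6 was sequenced in 3 libraries made 1 h after wounding of leaf 1 and in 3 libraries of untreated plants of the same experiment, here called wounding mock. The wounding mock libraries are labeled as leaf 6 before wounding. A further 3 libraries came from plants whose leaf 1 had received Glu (100 mM, 1 h). The Glu libraries were compared with the mock libraries of the GSH experiment, as in Supplementary Data 4, and the wounding libraries with wounding mock. FPKM values summed to between 564522 and 573613 per library (median 573494) for Glu, between 557825 and 573204 (median 565991) for wounding, and between 548167 and 580837 (median 580811) for wounding mock. Wounding mock replicate 1 had 18664 genes above 0, while the other libraries of these groups had between 21090 and 21700. Its correlation with the other replicates was 0.950 and 0.951. After Glu treatment, 207 of 16834 tested genes were DEGs, of which 194 were upregulated and 13 downregulated. An unadjusted p under 0.05 was reached by 4532 genes. Among 16803 genes tested after wounding, 1347 were DEGs, of which 888 were upregulated and 459 downregulated. The unadjusted p was under 0.05 for 5363 of them. With the adjusted p as the sole threshold, the DEGs numbered 1712 for Glu and 3303 for wounding, the largest change among the alternatives. For Glu, 1200 of these genes were higher and 512 lower. The balance after wounding then changed side, with 1472 genes higher and 1831 lower. Without scaling, the excess of upregulated genes thus depends on the threshold on fold change. The median log2 fold change of all genes tested after wounding was -0.07. Median ratio scaling, chosen after seeing the data, gave 982 higher and 342 lower with both thresholds. It was not combined with the adjusted p alone, so a part of scaling in the change of side is not excluded. Replicates of every DEG were fully separated, as were those of 32.3% of all tested genes for Glu and 39.0% for wounding. Glu raised TCH3 most, with a log2 fold change of 4.72 (standard error 0.42, adjusted p = 0.00034 from limma). Wounding raised AOC1 most, from 0.832 ± 0.722 to 903 ± 38.5 FPKM (SD, n = 3), with a log2 fold change of 9.04 (standard error 0.30, adjusted p = 1.4e-06 from limma). It also raised CSLA01 (AT4G16590), with a log2 fold change of 7.39. CYP94B3 (AT3G48520) was listed at 0 in every wounding mock library and at 131, 110 and 116 FPKM after wounding. The largest decrease after wounding was that of EXPA8 (AT2G40610), with a log2 fold change of -4.09 (standard error 0.32, adjusted p = 0.00012 from limma). After Glu treatment, AT1G12310 and AT1G75945 were listed at 0 in every library. In mock, AT1G12310 was listed at 8.68, 22.6 and 19.8 FPKM and AT1G75945 at 7.62, 8.60 and 7.06 FPKM. AT1G12310 overlaps AT1G12320, and its values shifted between libraries within other groups as well.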

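GSH and wounding shared 94 DEGs, of which 93 changed in the same direction and 92 were upregulated by both. Among the 16485 genes tested in both comparisons, 13.5 shared DEGs would be expected by chance (one-sided Fisher's exact test, p = 1.4e-57, with genes treated as independent, which they are not). GSH and Glu shared 111 DEGs, all changed in the same direction, against 2.16 expected. The mock libraries are labeled as without small molecule treatment, and no group is labeled as given the solution alone. An effect of the application itself, common to GSH and Glu, therefore cannot be told apart from theirs. These 2 comparisons use the same mock libraries. In 100 simulations of unchanged groups against those libraries, the number of shared DEGs had a median of 0 and a maximum of 2. With Glu compared with wounding mock instead, GSH and Glu shared 124 DEGs, 123 of them changed in the same direction. Across genes, which are not independent replicates, the log2 fold changes of GSH and Glu had a Pearson correlation of 0.81 and a Spearman correlation of 0.76. The simulated correlation had a median of 0.53 and ranged from -0.56 to 0.94, so the observed value lies within the range given by the shared controls. For GSH and wounding, whose controls are separate, the Pearson correlation was 0.43 and the Spearman correlation 0.34. The GSH and Glu overlap changed most with the adjusted p alone, to 570 genes. Without GSH replicate 1, the GSH and wounding overlap was 147.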

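Of the DEGs of GSH or Glu, 118 were also DEGs after wounding. They comprised 51 genes shared by all 3 treatments, 43 shared by GSH and wounding only, and 24 shared by Glu and wounding only. Glu and wounding shared 75 DEGs, of which 69 changed in the same direction. The others changed in opposite directions and lie among the 24, since the 51 all changed alike. Of the 51 genes, 50 were upregulated by every treatment and P5CS1 was downregulated by each. Their median log2 fold change was 1.68 after GSH, 1.38 after Glu and 4.05 after wounding. For 41 of them the change was larger after wounding than after GSH. Membership in a single list does not show a difference between treatments. Among the 78 GSH DEGs that were tested but not called after Glu, 77 changed in the same direction after Glu (98.7%) and 61 had an adjusted p under 0.05 there (78.2%). Both comparisons subtract the same mock libraries, which raises such shares. In 100 simulations with the GSH effect kept and Glu unchanged, the share in the same direction had a median of 63.5% and a maximum of 92.4%, and at most 0.889% had such an adjusted p. Of the 80 Glu DEGs not called after GSH, 77 changed in the same direction after GSH (96.2%), and 27 had such an adjusted p (33.8%). With the Glu effect kept and GSH unchanged, the simulated share had a median of 63.3% and a maximum of 92.8%, and at most 0.515% had such an adjusted p. With wounding mock as the control of the other treatment, no control was shared, and the set of tested genes changed. There, 79 GSH DEGs and 79 Glu DEGs outside the overlap were tested. The direction was the same for 69 of these GSH DEGs and 67 of these Glu DEGs. Compared directly, GSH and Glu libraries differed in 11 genes, 5 higher and 6 lower after GSH, and 1487 genes had an unadjusted p under 0.05. Of the JAZ repressors, 10 of 11 were higher after GSH than after Glu (median 0.31, limma fry adjusted p = 0.017). The JA catabolism list was higher in 7 of 7 genes (median 0.39, limma fry adjusted p = 0.0061), and JA biosynthesis did not pass (0.43). In limma's camera with the estimated correlation, none of these lists passed (0.13, 0.064 and 0.85). Direct comparison gave 36 genes without GSH replicate 1 and 2 without Glu replicate 1. The genes shared by GSH and wounding only numbered 91 without GSH replicate 1, and those shared by Glu and wounding only numbered 48 without Glu replicate 3. The 51 genes became 280 with the adjusted p alone.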

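Of the 106 GO term members listed for GSH treatment, 44 were DEGs after Glu and 58 after wounding. For response to wounding, 22 of 25 tested genes were DEGs after Glu, with a median log2 fold change of 1.39, and 27 of 29 after wounding, with a median of 4.99. For cellular response to jasmonic acid stimulus, 7 of 13 tested genes were DEGs after Glu (median 1.05), and 15 of 15 after wounding (median 3.58). As a set, the JAZ repressors had a median log2 fold change of 1.07 after Glu (limma fry adjusted p = 0.00040, higher for 9 of 9 genes) and 4.77 after wounding (limma fry adjusted p = 5.0e-08, higher for 10 of 11 genes). Genes of JA biosynthesis had medians of 0.94 (limma fry adjusted p = 0.00072, 13 of 13) and 3.99 (limma fry adjusted p = 2.5e-06, 13 of 13). In limma's camera with the estimated correlation, neither list passed after Glu, with an adjusted p of 0.064 for both, and both passed after wounding (0.015 and 0.033). The difference between the GSH effect and the wounding effect, each against its own mock, was tested as an interaction. Its median was -3.31 for the JAZ repressors (limma fry adjusted p = 3.0e-08) and -2.95 for JA biosynthesis (limma fry adjusted p = 3.5e-08). The sizes depend on the control. Against wounding mock, the medians of these lists after GSH were 2.30 and 2.03. Against the mock libraries of the GSH experiment, those after wounding were 3.04 and 2.94. Compared directly, without a mock group, GSH against wounding libraries gave -2.07 and -1.96. JAZ10 had log2 fold changes of 1.86 after Glu (standard error 0.13, adjusted p = 9.3e-05 from limma) and 6.93 after wounding (standard error 0.26, adjusted p = 2.4e-06 from limma). From the functions of the overlapping genes, the paper proposes that GSH and Glu are involved in the wound-induced systemic defense response.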

### GLR3.3 is required for GSH-triggered systemic [Ca^2+^]_cyt_ propagation

GLR proteins which generally contain an amino-terminal domain (ATD), a ligand-binding domain (LBD), a transmembrane domain (TMD), and a carboxyl-terminal domain (CTD), have broad agonist profiles including glycine, cysteine, methionine, Glu and GSH^29–32^. Specially, Glu-triggered long-distance [Ca^2+^]_cyt_ propagation is dramatically inhibited in *glr3.3glr3.6* mutant^11^. To figure out whether GSH-triggered long-distance calcium signaling depends on *GLR3.3* and *GLR3.6*, we compared the GSH-triggered Ca^2+^-related signaling events among the *glr3.3*, *glr3.6* and WT plants containing the GCaMP3 reporter (Fig. 4a, b; Supplementary Fig. 9). Interestingly, the GSH-triggered systemic [Ca^2+^]_cyt_ transmission was severely reduced in the *GCaMP3/glr3.3* (Fig. 4a, b; Supplementary Movie 4). However, the GSH-triggered systemic [Ca^2+^]_cyt_ transmission was not markedly attenuated in *GCaMP3/glr3.6*, which is similar to that of *GCaMP3* plant (Fig. 4a, b; Supplementary Movie 5). Consistently, the GSH-inducible expression of defense marker gene *OPR3*, *JAZ5*, and *JAZ10* was significantly repressed in the *GCaMP3/glr3.3*, but not obviously inhibited in the *GCaMP3/glr3.6* and the *GCaMP3* plants (Fig. 4c). These results suggest that GLR3.3 plays a dominant role in regulating GSH-induced [Ca^2+^]_cyt_ propagation. Similar to the systemic calcium signal transmission upon GSH treatment, Glu-induced [Ca^2+^]_cyt_ propagation in systemic leaves were strongly inhibited in *GCaMP3/glr3.3* while remained unaffected in *GCaMP3/glr3.6* (Supplementary Fig. 10), confirming that Glu-induced long-distance calcium wave is also dependent on GLR3.3^8,11^.

**Fig. 4:**
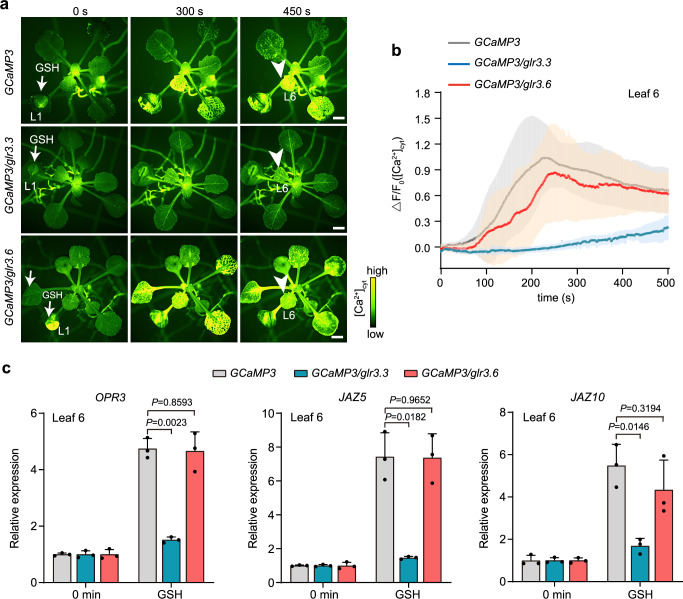
GSH induces systemic [Ca^2+^]_cyt_ propagation and defense gene expression in a GLR3.3-dependent manner. **a** [Ca^2+^]_cyt_ fluorescence signal imaging of *GCaMP3*, *GCaMP3*/*glr3.3* and *GCaMP3*/*glr3.6* plants after 100 mM GSH application (white arrow, 0 s) to leaf 1 (L1). White arrowhead (450 s) indicates leaf 6 (L6). Scale bars: 2 mm. **b**, **c** Quantitative measurement of [Ca^2+^]_cyt_ levels (**b**) and expression levels of defense genes (**c**) in target leaf 6 at indicated times after 100 mM GSH application to leaf 1 of *GCaMP3*, *GCaMP3*/*glr3.3* and *GCaMP3*/*glr3.6* plants respectively. *GCaMP3* data from Fig. 2c are reproduced (gray lines) to aid in comparison. Data are mean ± SD (*n* = 5, 9, 9 for *GCaMP3*/*glr3.3*, *GCaMP3*/*glr3.6*, *GCaMP3* in (**b**), *n* = 3 for (**c**)). Statistical significance was determined by two-sided Welch’s *t*-test. Source data are provided as a Source Data file.

To characterize the interaction between GLR3.3 and GSH, the predicted structure of GLR3.3 was used to perform molecular docking. The binding model showed that Glu binds to the LBD of GLR3.3 (referred to as GLR3.3_LBD_) (Supplementary Fig. 11), which is consistent with the recent report about the Glu binding to the GLR3.3_LBD_^29^. While GSH was predicted to bind the ATD of GLR3.3 (referred to as GLR3.3_ATD_), which is remarkably different from Glu in terms of binding domains and contacting amino acids (Supplementary Fig. 11). Consistent with the predicted interaction between GLR3.3_ATD_ and GSH (Supplementary Fig. 11), recent X-ray crystallography and cryo-EM data revealed that GSH binds the ATD of GLR3.4^30^, another *GLR* protein with high sequence similarity to GLR3.3, reinforcing that GSH might bind the ATD domain of GLR3.3 for activation of ion channel. Together with the genetic evidence showing GLR3.3 is required for both GSH- and Glu-triggered systemic [Ca^2+^]_cyt_ transmission (Fig. 4; Supplementary Fig. 10), these results collectively suggest that GSH and Glu may bind to different domains of GLR3.3 for activating ion channel activity and triggering leaf-to-leaf, calcium-based plant defense signaling.

Taken together, our results shown in Figs. 1–4 suggest that GSH serves as a critical wound signal to trigger long-distance propagation of [Ca^2+^]_cyt_ waves in a GLR3.3-dependent manner, thus inducing rapid JA biosynthesis in systemic leaf organs to protect plants from herbivory ahead of time.

## Discussion

Initiation of a rapid defense against biotic attacks and mechanical damages is crucial for plant survival in changing environment. Due to lack of a nervous system, plants have evolved sophisticated mechanisms to systemically deliver the wound signal from the site of injured organs to the distal undamaged tissues, which helps them be well-prepared for upcoming dangers^33^. In this study, we find that the GSH-deficient mutant, in spite of the highly accumulated Glu previously defined as a critical wound signal essential for activating plant defense events, showed impaired plant defense signaling events (Fig. 1; Supplementary Figs. 1-3). We further define GSH as a critical wound signal that depends on GLR3.3 to trigger long-distance calcium-based defense signaling in plants (Figs. 2–4; Supplementary Figs. 5-11). Intriguingly, in the animal nervous system, GSH has been identified as a neuromodulator/neurotransmitter^34–36^, suggesting a potential conceptual parallel in GSH-mediated signal transmission across different kingdoms of life. Moreover, we noticed that GSH and Glu induced distinct [Ca^2+^]_cyt_ transmission patterns in systemic leaves. Specifically, the spread of systemic [Ca^2+^]_cyt_ triggered by GSH is preferentially initiated from marginal veins and rapidly transmitted to the mid veins (Supplementary Fig. 12 and Supplementary Movie 6), whereas Glu mediated [Ca^2+^]_cyt_ transmission mainly propagated from mid veins to marginal veins (Supplementary Fig. 12 and Supplementary Movie 7). Re-examination of the data shown in the previous study revealing Glu as a wound signal also supports our observation that Glu triggers [Ca^2+^]_cyt_ transmission with the direction of mid-to-marginal veins^11^. Intriguingly, the transmission pattern of wounding-induced [Ca^2+^]_cyt_ contained both directions of the mid-to-marginal veins and the marginal-to-mid veins (Supplementary Fig. 12 and Supplementary Movie 8). Future work to elucidate the mechanisms and biological significance of different [Ca^2+^]_cyt_ transmission patterns induced by GSH and Glu would help us to further understand the highly sophisticated systemic defense systems evolved by plants to defend against insect attack.

When plants are subjected to insect herbivory or mechanical wounding, they rapidly activate the JA signaling pathway in whole plant tissues, which in turn mediates the systemic defense responses against insects^10–12,37^. In our study, we defined GSH as a critical wound signal to trigger long-distance [Ca^2+^]_cyt_ transmission for activation of JA biosynthesis in distal organs, thereby inducing plant systemic defense response (Figs. 1–4). Interestingly, as shown in our transcriptome data, in addition to the pronounced enrichment of genes associated with JA signaling in systemic leaf tissues after GSH treatment, genes responsive to other defense phytohormones such as ethylene and salicylic acid, which are responsible for plant resistance to pathogen infection, are also highly upregulated (Supplementary Data 1), implying that GSH might also act as a signaling molecule to activate the plant systemic immune response. 

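The term response to ethylene in Supplementary Data 2 holds 16 of the paper's DEGs, of which 15 were tested and 12 were DEGs after GSH treatment, with a median log2 fold change of 1.42. Response to salicylic acid holds 18 genes, of which 14 were tested and 11 were DEGs, with a median of 1.35. These members were selected from the DEGs of the same libraries. Among them is ERF1 (AT4G17500), which rose from 2.91 ± 0.892 to 9.33 ± 1.72 FPKM (SD, n = 3), a log2 fold change of 1.42 (standard error 0.19, adjusted p = 0.0044 from limma). Lists of genes responsive to these hormones that were not chosen from the libraries changed less. The ethylene list had a median log2 fold change of 0.16, with 12 of 13 tested genes higher (limma fry adjusted p = 0.0020, from 0.00054 to 0.027 over the alternatives). In limma's camera it did not pass, with an adjusted p of 0.060 at the preset correlation and 0.27 at the estimated one. Of its 13 genes, 2 had an adjusted p under 0.05 over all genes and 2 when adjusted over the list alone. The salicylic acid list had a median of 0.26, with 7 of 12 tested genes higher (limma fry adjusted p = 0.061). Here 4 genes passed over all genes and 5 when adjusted over the list alone. The salicylic acid result changed most when at least 1 FPKM was required in every library, to a median of -0.06 (limma fry adjusted p = 0.60). Without GSH replicate 3, its adjusted p from limma's fry was 0.017 and its median 0.33. Across the alternatives, this adjusted p ranged from 0.017 to 0.60. After Glu treatment, the ethylene and salicylic acid lists had medians of 0.14 (10 of 12 genes higher, limma fry adjusted p = 0.020) and 0.48 (9 of 12 higher, limma fry adjusted p = 0.022). Over the alternatives, these adjusted p values reached 0.13 and 0.46. In camera from limma, the ethylene list did not pass after Glu (0.10), and the salicylic acid list passed at the preset correlation (0.0043) but not at the estimated one (0.28). The ethylene result after Glu did not pass without mock replicate 1 (0.10), Glu replicate 1 (0.071) or Glu replicate 2 (0.059), and the salicylic acid result did not pass without any single mock library, Glu replicate 1 or Glu replicate 3 (from 0.061 to 0.087). After wounding, the ethylene list had a median of 0.17 (7 of 11 genes higher, limma fry adjusted p = 0.012, up to 0.095 over the alternatives). Its median ranged from -0.02, with all 15 libraries in one fit, to 0.99 over the alternatives. Camera from limma gave an adjusted p of 0.034 at the preset correlation and 0.44 at the estimated one. The salicylic acid list went both ways after wounding, with 3 of 9 genes higher and 6 lower and a median of -0.57. EDS5, which overlaps another annotated gene, rose with a log2 fold change of 3.18 and GRX480 with 2.15. The limma fry adjusted p of 0.022 therefore does not show a fall of this list. It ranged from 0.0035 to 0.63 over the alternatives, was 0.29 without wounding mock replicate 1 and from 0.12 to 0.24 without single wounding libraries, and camera from limma gave 0.67. From the induction of these genes, the paper proposes that GSH might also act as a signal that activates the systemic immune response.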

Previously recognized as an antioxidant, GSH is intricately linked with reactive oxygen species (ROS) signaling^38^. Our transcriptome analysis also revealed that genes responsive to oxidative stress were significantly induced in the systemic leaf tissues following GSH treatment (Supplementary Data 1). 

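The 33 DEGs that Supplementary Data 2 assigns to response to oxidative stress include 23 tested genes, of which 17 were DEGs and 22 were higher after GSH treatment. The DEGs numbered 12 without mock replicate 1 and 26 without GSH replicate 1. Their median log2 fold change was 1.53, and they were selected from the DEGs of the same libraries. A list of genes responsive to oxidative stress, written without reference to the libraries, had a median of -0.03, with 4 of 11 tested genes higher (limma fry adjusted p = 0.72). In this list, 1 gene had an adjusted p under 0.05 over all genes and 4 when adjusted over the list alone. The median was 0.10 without mock replicate 2 and -0.17 without GSH replicate 2. The same list had medians of 0.16 after Glu (limma fry adjusted p = 0.19, 8 of 12 genes higher) and 0.25 after wounding (limma fry adjusted p = 0.0092), where the list went both ways, with 8 of 14 genes higher and 6 lower. After wounding, camera from limma gave an adjusted p of 0.10, and with at least 1 FPKM in every library, a filter chosen after seeing the data, the median was -0.15. The limma fry adjusted p ranged from 0.0057 to 0.46 over the alternatives, so no rise of this list is shown. PRX71 (AT5G64120), a peroxidase gene of Fig. 3c, rose from 0.655 ± 0.197 to 20.6 ± 11.7 FPKM (SD, n = 3), a log2 fold change of 3.58 (standard error 0.31, adjusted p = 0.00057 from limma). GRX480 (AT1G28480), a glutaredoxin gene, rose from 0.612 ± 0.289 to 3.13 ± 0.709 FPKM (SD, n = 3), a log2 fold change of 1.36 (standard error 0.19, adjusted p = 0.0061 from limma).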

Given that both calcium and ROS signals play a role in mediating plant systemic defense responses to wounding^11,12,39–41^, exploring the potential involvement of ROS in GSH-triggered systemic defense response would be interesting.

Wound-induced systemic defense signaling requires the involvement of GLR ion channel proteins, such as GLR3.3 and GLR3.6. Our study found that the GSH-triggered long-distance calcium-mediated defense response was suppressed in *GCaMP3/glr3.3* but nearly unaffected in *GCaMP3/glr3.6* (Fig. 4). Similar to GSH, it was also observed that Glu depends on GLR3.3 rather than GLR3.6 to initiate the systemic calcium-based defense signaling (Supplementary Fig. 10). Considering the recent X-ray crystallography and cryo-EM data, which revealed that GSH and Glu could bind to different domains of GLR3.4 for ion channel activation^30^, it would be intriguing to investigate whether GSH binds to GLR3.3 and further determine the potential relationship between GSH and Glu in activating GLR3.3. Furthermore, in contrast to GSH and Glu, the recently identified Ricca’s factor TGGs, was shown to rely on both GLR3.6 and GLR3.3 to trigger the systemic defense response^6^. It would be exciting to further uncover the signal interactions among Glu, TGGs, and GSH in wound-induced systemic defense signaling. Given that various chemical substances have been identified as neurotransmitters/neuromodulators in mammals, eliciting long-distance ionic responses that effectively mediate neurotransmission, identification of more systematic signaling molecules in the future would offer new insights into the complex systemic defense signaling in plants.

The successful transmission of neural signals from one cell to another in animals relies on the mutual conversion of chemical signals (neurotransmitters) and electrical signals, where ion fluxes are induced by neurotransmitters and the release of neurotransmitters is dependent on electrical signals^1,2,42^. In contrast, little is known about how signaling substances are transmitted in plants to activate long-distance signaling. Previous studies suggest that the dispersal of elicitors such as Glu may rely on bulk flow and diffusion^14^. Given that GSH has a molecular weight similar to that of amino acids, a plausible scenario is that when plants experience mechanical damage or insect attack, a large volume of GSH from the intracellular region may surge into the apoplastic region, inducing calcium influx by activation of the GLR3.3 ion channel. With the action of diffusion and bulk flow of GSH within the vascular bundles, calcium signals can be rapidly transmitted between leaves. In addition to the diffusion and bulk flow theory, other theories have also been proposed, such as the osmoelectric siphon model, which is based on membrane depolarization leading to cell water shedding into the apoplast followed by membrane repolarization and water uptake^43^. More recently, osmotic pressure has been suggested to induce the systemic apoplastic release of signaling molecules like Glu^15^. Future studies aimed at uncovering the potential mechanisms underlying GSH-triggered systemic Ca^2+^ signal transmission would be fascinating.

## Methods

### Plant materials and growth condition

*hairpin RNA-52 (hr-52)* was obtained from the rolling circle amplification-mediated hairpin RNA (RMHR)-based *Arabidopsis* library in our previous study^19,20^. *pad2-1* was ordered from the Nottingham Arabidopsis Stock Centre (NASC). Seeds of *GCaMP3* were from Simon Gilroy (Department of Botany, University of Wisconsin). The *GCaMP3/pad2-1* was generated by genetic crosses using standard procedures. *GCaMP3/glr3.3* and *GCaMP3/glr3.6* mutants were generated by CRISPR/Cas9 in WT plants overexpressing *GCaMP3*. To generate the transgenic plant expressing *35S::PAD2-6myc/pad2-1* (*PAD2*/*pad2-1*), the coding sequence of *PAD2* (*AT4G23100*) was cloned into the binary vector *pCAMBIA1300*, and then transformed into *pad2-1*.

*Arabidopsis* seeds were sterilized with 20% bleach, sown on agar plates containing Murashige and Skoog (MS) medium. After incubation in the dark at 4 °C for 2 days, plates were cultivated in a growth chamber at 22 °C with a 16 h/8 h light/dark (long day, LD) photoperiod. After 7 days, seedlings were then transplanted into soil and grown under the same condition. For insect feeding and pathogen inoculation assays, plants were grown in soil for 4–5 weeks at 22 °C with a 10 h/14 h light/dark (short day, SD) photoperiod. For real-time calcium imaging assay, plates were incubated at 4 °C for 2 days in the dark and then transferred to 22 °C with a SD photoperiod for 6–7 days. Seedlings were then transferred onto new plates and grown for additional 14–16 days prior to use.

### Real-time [Ca^2+^]_cyt_ imaging in the entire plant

Transgenic *Arabidopsis* plants stably expressing *GCaMP3* were imaged with a motorized epifluorescence (SZX10, Olympus) stereomicroscope equipped with a 1 × objective lens and a C13440 digital camera (ORCA-Flash4.0 V3, Hamamatsu Photonics). The GFP-based Ca^2+^ indicator *GCaMP3* was excited using mercury lamp (X-Cite 120 Q, Excelitas). The green fluorescent signal was acquired every 2 s with the C13440 camera using Standard imaging software (Olympus).

Using ImageJ software, GCaMP3 signals were analyzed overtime at regions of interest (ROI). The equation ΔF/F_0_ = (F-F_0_)/F_0_ was used to calculate the fractional fluorescence changes. F_0_ denotes the average baseline fluorescence determined by the average of F over the frames of the recording before treatment. The entire leaf area was selected as ROI for Ca^2+^ signal analysis.

### Application of amino acids, tripeptides and chemical agents

GSH, Glu-Pro-Ala, L-Glu, and sorbitol were dissolved in growth medium [1/2 × MS salts, 1% (w/v) sucrose and 0.05% (w/v) MES], which was then adjusted to pH 5.1. 5 μL of the solution was applied to the cut edge of leaf 1 after 30 min recovery period after pre-cutting for assessment of small molecules-induced Ca^2+^ signal transmission. In contrast, a longer recovery period of 5 h post pre-cutting was required for the assessment of small molecules-activated gene expression levels. GSH at concentrations of 0.001 mM, 0.01 mM, 0.1 mM, 1 mM, 5 mM, 10 mM, 25 mM, 50 mM, and 100 mM, which are within or exceeding its physiological concentrations, were selected for analyzing GSH-triggered systemic calcium-based defense signaling in vitro. GGsTOP (HY-108467, MCE) was dissolved in DMSO and diluted with water. LaCl_3_ was dissolved into 0.05% (v/v) Silwet L-77 in water to make a 50 mM solution and then 10 μL was applied to a piece of Kiwmwipes placed on a petiole for at least 30 min prior to adding GSH.

### CRISPR/Cas9 vector construction and plant transformation

Egg cell-specific promoter-controlled CRISPR/Cas9 system was used to generate *glr3.3* and *glr3.6* single mutants. CRISPR/Cas9 vector was constructed according to previous studies^44^. Target sequence was selected by *CRISPR-PLANT* (https://www.genome.arizona.edu/crispr/). 

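The target sequences in the primers for GLR3.3 (AT1G42540) and GLR3.6 (AT3G51480) were matched to the TAIR10.1 genome. Each 19-base target has a single exact match followed by an NGG PAM. The first target of GLR3.3, GCGGGTTTACATCCTGACA, lies on the plus strand of chromosome 1 from 15974165 to 15974183, with the PAM CGG. The second, GACGGGTCCGAGACCTGTC, lies on the minus strand from 15974744 to 15974762, with the PAM TGG. Both sites are in coding sequence of all 4 annotated transcripts, in exon 2 of 1 transcript and in exon 3 of the other 3, which have 6 or 7 exons. For GLR3.6, GGAGACATAGTAGGGTCTG lies on the minus strand of chromosome 3 from 19101918 to 19101936, and TATGTGGAGTCAGGGCTAG lies on the plus strand from 19103284 to 19103302, both with the PAM TGG. They too are in coding sequence of all 4 annotated transcripts, the first in exon 2 or 3 and the second in exon 3 or 4. The genome around the first GLR3.3 site reads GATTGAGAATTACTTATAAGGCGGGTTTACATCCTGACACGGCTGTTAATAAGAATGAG, and that around the second GLR3.6 site reads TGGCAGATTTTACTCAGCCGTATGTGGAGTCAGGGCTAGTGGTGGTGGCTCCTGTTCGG. Directly before the first GLR3.6 target, the guide has G and the genome has A, while before the other targets both have G. With up to 3 mismatches and an NGG PAM, neither GLR3.3 target matched another site. The first GLR3.6 target matched 2 other sites at 3 mismatches, in coding sequence of AT1G50680 (A3T, C6A and G15A, counted from 1 at the 5′ end of the target) and of AT5G40340 (T8A, T11A and G14A). The second matched 1 site at 3 mismatches, in coding sequence of AT5G28300 (C11T, C16T and A18T). In leaf 6 of WT plants, GLR3.3 had 9.50 ± 0.345 FPKM (SD, n = 3) in mock and 9.86 ± 0.912 FPKM (SD, n = 3) after GSH, a log2 fold change of 0.05 (standard error 0.098, adjusted p = 0.84 from limma). GLR3.6 had 3.56 ± 0.351 FPKM in mock and 3.52 ± 0.539 FPKM after GSH (adjusted p = 0.96 from limma). After wounding, GLR3.3 rose with a log2 fold change of 1.21 (standard error 0.13, adjusted p = 0.00074 from limma), and the difference from the GSH effect was -1.16 (standard error 0.16, adjusted p = 0.00041 from limma). GLR3.6 was lower after wounding, with log2 fold changes from -0.80 to -0.44 over the alternatives. Its adjusted p from limma ranged from 0.014 to 0.36. GLR3.3 overlaps AT1G42550 in TAIR10.1, so part of its signal could belong to that gene; GLR3.6 overlaps no other gene. The 7 genes of GLR clade 3, tested as a list, had a median log2 fold change of -0.02 after GSH (3 of 7 genes higher, limma fry adjusted p = 0.30). Over the alternatives, this adjusted p ranged from 0.016 to 0.54, and it passed with median ratio scaling (0.030) and quantile normalization (0.016), both chosen after seeing the data. The median changed sign without mock replicate 3 (0.022), GSH replicate 2 (0.0072) or GSH replicate 3 (0.055). None of the 7 genes passed either over all genes or when adjusted over the list alone.

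**Figure D3:**
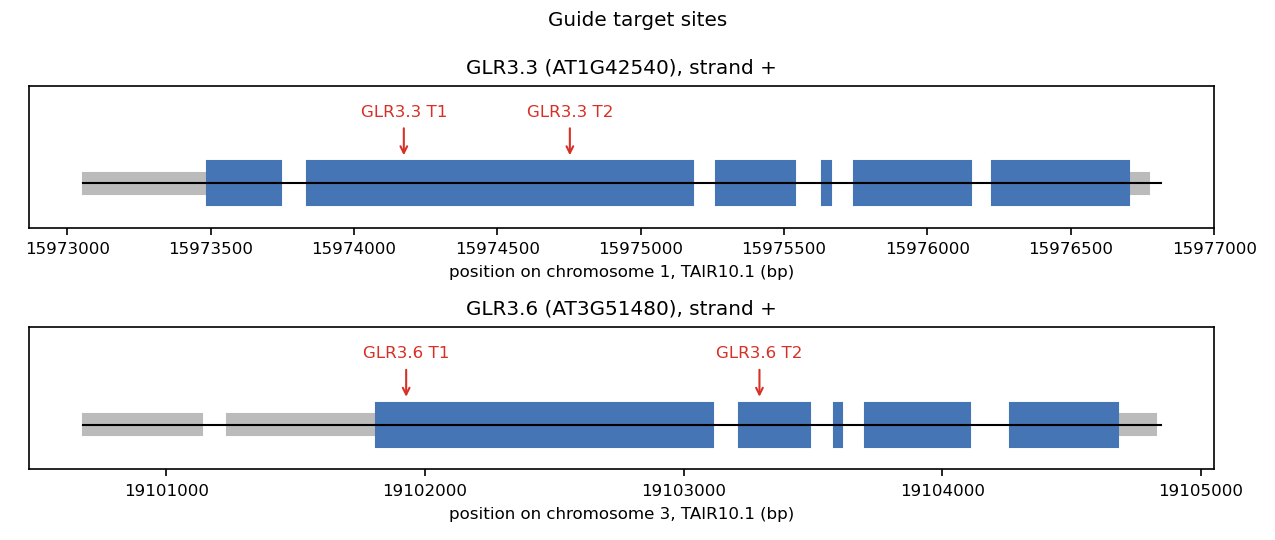
Target sites of the guides on GLR3.3 and GLR3.6, along the chromosome position in TAIR10.1, with coding sequence in blue and untranslated exon sequence in gray, for 1 of the 4 annotated transcripts of each gene. In the transcripts drawn, the GLR3.3 sites lie in exon 2, and the GLR3.6 sites in exons 2 and 3.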

All the vectors were transformed into *Agrobacterium tumefaciens* strain GV3101 using electroporation. *Arabidopsis* plants were transformed using the floral dip methods. The primers used for cloning are shown in Supplementary Data 5.

### DNA extraction and mutation detection

1–5 mg frozen leaf tissues were used for DNA extraction through SDS method. The extracted genomic DNA was then used as a template to amplify the desired fragments in each of the target genes using primers flanking the target sites. PCR products were directly sequenced using Sanger method to identify mutation. Superimposed sequence chromatograms produced by biallelic and heterozygous mutations were decoded by DSDecode (http://dsdecode.scgene.com/) and manual analyses.

### Total RNA isolation, cDNA synthesis, and qRT-PCR

TransZol RNA kit (ET101-01, TransGen Biotech) was used to extract total RNA from *Arabidopsis* plants according to manufacturer’s instructions. cDNA was synthesized from the total RNA in a 20 μL reaction by cDNA Synthesis SuperMix kit (AT311-03, TransGen Biotech). qRT-PCR was performed in QuantStudio 3 realtime PCR system (Applied Biosystems, USA) using ChamQ SYBR qPCR Master Mix (Low ROX Premixed) (Q331-02, Vazyme). The 2^-ΔΔCt^ analysis method was used to calculate the relative expression levels of each sample.

### JA and JA-Ile quantification in leaf tissues

Metabolite extraction and quantification of JA and JA-Ile in leaf tissues were performed according to previously described methods using AB Sciex 4500 QTRAP triple quadrupole mass spectrometer (AB SCIEX, MA, USA) equipped with an ACQUITY UPLC™ BEH C18 column (Waters, Eschborn, Germany) (50 × 2.1 mm, 1.7 μm)^45^. d_5_-JA was added to the extraction solvent (isopropanol: formic acid at 99.5: 0.5, v/v) as internal standard. Multiple reaction monitoring (MRM) was applied in negative mode with mass transitions (precursor ions/product) as followed: 209.12 > 59.01 for JA, 322.20 > 130.09 for JA-Ile, and 214.15 > 62.03 for d_5_-JA. A 10 min gradient elution program was applied for target compounds separation with 0.1% formic acid in acetonitrile (A) and pure water (B) as mobile phase with a 200 μL/min flow rate. Then, mass spectra data were processed and calculated using AB SCIEX analyst software (version 1.6.3, AB SCIEX, MA, USA) with calculation curves made with standards.

### Measurement of endogenous Glu and GSH in *Arabidopsis*

Leaf tissues were collected and directly ground into powder in liquid nitrogen. Then, 100 mg of powder was weighed accurately and transferred into a 2 mL centrifuge tube. 10 µL of stable isotope internal standard (5 µg/mL ^13^C_2_-^15^N-GSH, Cambridge Isotope Laboratories) was added to each sample before extraction. Then, 1.5 mL of extraction buffer (80% methanol with 0.1% formic acid, v/v) was added, with vortexing for sample resuspension. After a 15 min centrifugation at 14000 × *g*, the supernatants were diluted 10 times, and 100 µL was transferred to sample vials for further detection.

Target compounds were detected with a 6500 plus QTrap mass spectrometer (AB SCIEX, USA) coupled with a ACQUITY UPLC H-Class system, equipped with a heated electrospray ionization (HESI) probe. Extracts were separated by a synergi Hydro-RP column (2.0 × 100 mm, 2.5 μm, phenomenex). A binary solvent system was used, in which mobile phase A consisted of 2 mM Triisobutylamine adjusted with 5 mM acetic acid in 100% water, and mobile phase B of 100% methanol. An 8 min gradient with flow rate of 500 μL/min was used as follows: 0–1.0 min at 2% B; 1.0-6 min, 5–40% B; 6–7 min, 98% B; 7.1-8 min, 2% B. Column chamber and sample tray were held at 35 °C and 10 °C, respectively. Data were acquired in multiple reaction monitor (MRM) mode with mass transitions (precursor ions/product) as followed: 308.1 > 179.1 for GSH, 147.9 > 83.9 for Glu and 311.0 > 181.9 for ^13^C_2_-^15^N-GSH. The nebulizer gas (Gas1), heater gas (Gas2), and curtain gas were set at 55, 55, and 35 psi, respectively. The ion spray voltage was 4500 V in positive mode. The optimal probe temperature was determined to be 500 °C. Calibration curves of Glu and GSH were made with standards, and the concentration of GSH was calculated by internal-standard method with ^13^C_2_-^15^N-GSH as internal standard, while the concentration of Glu was calculated by external-standard method. The SCIEX OS software (version 1.6, AB SCIEX, MA, USA) was applied for metabolite identification and concentration calculation.

### Insect feeding assay with *Spodoptera exigua*

*S. exigua* larvae (2^nd^ instar) were purchased from Jiyuan Baiyun Industry Co., Ltd (China). For feeding assays, 2^nd^ instar *S. exigua* larvae were first underwent 24 h of starvation treatment in growth chamber and were then gently placed on 5 week-old plants. Two *S. exigua* larvae were placed on a plant. Larval weights were measured 7 days after feeding. Representative *S. exigua* larvae recovered from corresponding plants were killed by 75% ethanol solution and photographed by stereomicroscope (SZX10, Olympus) equipped with a 0.75 × objective lens and a digital camera (SC180, Olympus).

### *Botrytis cinerea* infection assay

Conidiospores were collected from *B. cinerea* (B0510) plates and diluted to ~1 × 10^6^ conidiospores/mL in PDB medium (Potato Dextrose Broth, BD). For drop-inoculation assay, 5 μL *B. cinerea* spores was dropped on the center of each detached leaf. Subsequently the detached leaves were placed in dark with high humidity for 2–3 days. Phenotypes were imaged with a digital camera and the lesion sizes were measured using Digimizer software (v3.1.2.0, Belgium, Germany). For spray-inoculation assay, 4 week-old soil-grown seedlings were sprayed evenly with *B. cinerea* conidiospores and kept in high humidity for 2–3 days. The disease severity was classified into four grades: healthy (H, green), light symptoms (L, pale green), severe symptoms (S, orange-yellow), or completely dead (D, red). PDB buffer served as mock in these infection assays. As described in previous studies^45–47^, the assessment of *B. cinerea* biomass was determined by real-time PCR quantification of the fungal *CUTINASE* signal (Z69264) in relation to *Arabidopsis ACTIN2*.

### RNA sequencing and data analysis

RNA integrity was checked using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated. Low-quality reads were removed from the raw reads using Cutadapt^48^ and Trimmomatic^49^ software to get clean reads. Clean reads were mapped to the corresponding reference genome using HISAT2 software^50^. Gene expression levels and read count of each gene were calculated using StringTie software^51^. The R package DEseq2 (v1.16.1) was used to identify the differentially expressed genes based on the following criteria: *p*_adj_ < 0.05 and |log_2_^FoldChange^ | > 1^52^. Venn diagramming, GO enrichment analysis was performed using TBtools (v2.007)^53^.

### Structure prediction and molecular docking

The ab initio structure predictions of AtGLR3.3 protein were implemented by RoseTTAFold and AlphaFold 2 through ColabFold^54–56^. The homology modelling of AtGLR3.3 was conducted using SWISS-MODEL with AtGLR3.4 crystallography model (7lzh) template^30,57^. Ligand mol2 files of GSH and Glu were generated by Avogadro 1.2.0^58^. Prepdock website (https://swift.cmbi.umcn.nl/servers/html/prepdock.html) and AutoDockTools 1.5.7 software were used for adding hydrogens and symmetry related waters, computing Gasteiger charges, and detecting torsion root^59^. Molecular dockings were performed on AutoDock Vina 1.2.0 software and CB-DOCK2 website^60,61^. For AutoDock Vina, the grid box was setting up with a range spacing of 0.897 Å, number of points in x, y and z dimensions as 52, 54, and 70 respectively and center grid box for x, y and z as 173.571, 198.031, and 203.573 respectively for the ATD of AtGLR3.3. Docking of LBD was conducted with 0.756 Å in range spacing. The number of points in x, y and z dimensions was 60, 56, and 78. The center grid box was 172.151, 160.102, and 157.178 in xyz-coordinates. The results were visualized and the polar contacts between ligands and their receptor were detected on PyMOL 2.5.8 software. Hydrogen bonds were determined on UCSF ChimeraX 1.7.1 software with distance tolerance of 0.400 Å and angle tolerance of 20.000°^62^.

### Statistical analysis

All data were statistically analyzed using GraphPad Prism 8.0, SPSS, and R software and presented by Adobe Illustrator. Means and deviations were reported in the Figures and the corresponding figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-seq data generated in this study has been deposited in the Gene Expression Omnibus (GEO) database at NCBI under accession code GSE249592. All other data supporting the findings of this study are available in the main text or the Supplementary Data. Source data are provided with this paper.

# Supplementary material for: Glutathione triggers leaf-to-leaf, calcium-based plant defense signaling
**Source:** Nat Commun. 2025 Feb 24;16:1915. doi: 10.1038/s41467-025-57239-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Glutathione triggers leaf-to-leaf, calcium-based plant defense signaling

Rui Li<sup>1,2†</sup>, Yongfang Yang<sup>1,3†</sup>, Hao Lou<sup>1</sup>, Weicheng Wang<sup>1</sup>, Ran Du<sup>2</sup>, Haidong Chen<sup>2</sup>, Xiaoxi Du<sup>1,4</sup>, Shuai Hu<sup>1,4</sup>, Guo-Liang Wang<sup>5\*</sup>, Jianbin Yan<sup>2\*</sup>, Xiaoyi Shan<sup>1\*</sup>, Daoxin Xie<sup>1,6\*</sup>

†These authors contributed equally to this work.

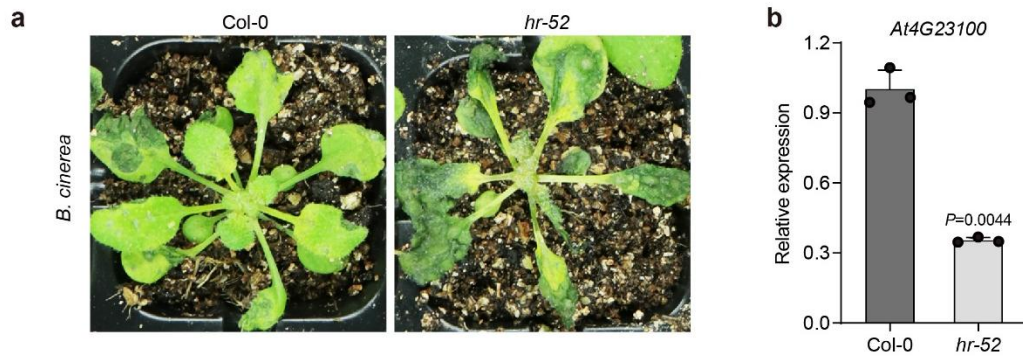

**Supplementary Figure 1. Identification of *AT4G23100* by genetic screening of the *Arabidopsis* transgenic RNAi library.** **a** Genetic screening of ~20000 primary transgenic plants identified a hairpin RNA transgenic line, *hr-52*. *hr-52* exhibited obvious susceptibility to *B. cinerea* infection. **b** Quantitative expression of *AT4G23100* in *hr-52* and Col-0 plants. Data are mean  $\pm$  SD ( $n = 3$ ). Statistical significance was determined by two-sided Welch's t test. Source data are provided as a Source Data file.

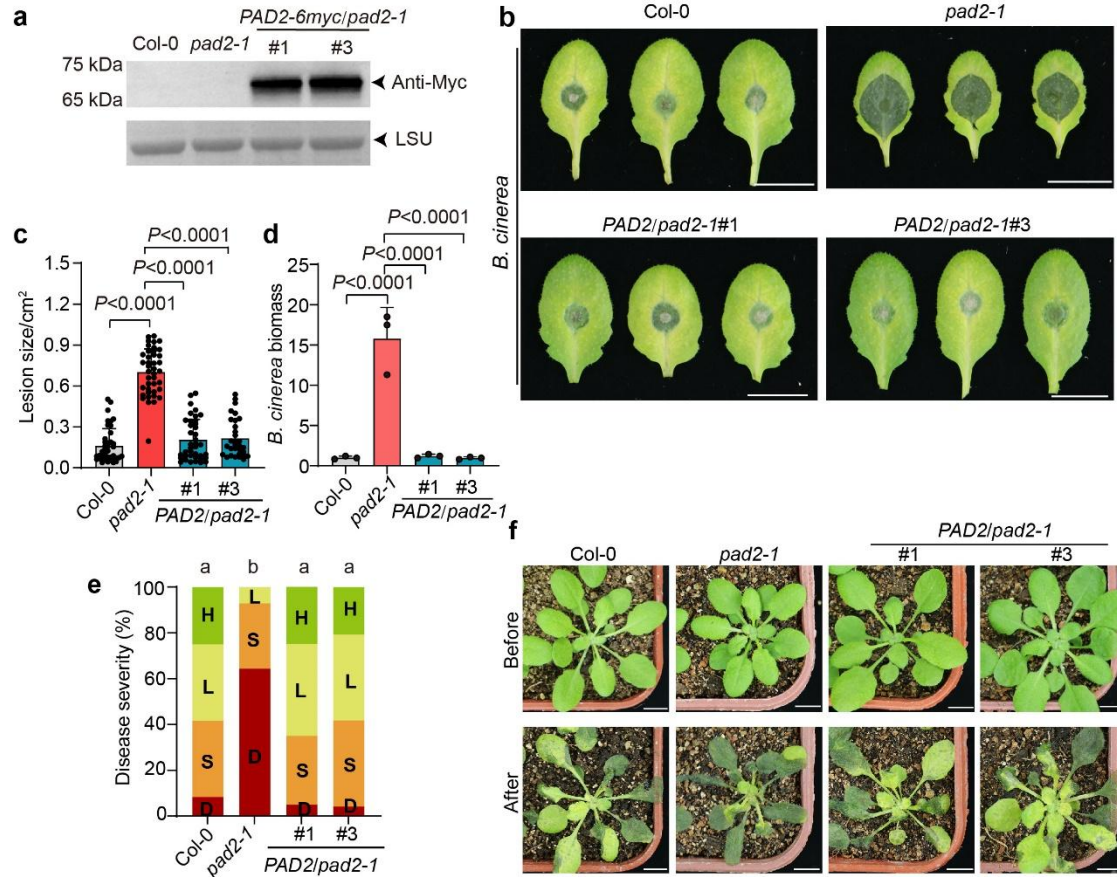

**Supplementary Figure 2. *pad2-1* is more susceptible to *B. cinerea* infection.** **a** Western blot analysis of PAD2-6myc protein expression in *PAD2/pad2-1* transgenic plants. LSU (Large Subunit of Rubisco protein) serves as a loading control. **b** Representative phenotypes of infected leaves 2 days after *B. cinerea* infection. Scale bars: 1 cm. **c, d** Quantification data of lesion sizes (**c**) and *B. cinerea* biomass (**d**) in detached leaves 2 days after *B. cinerea* infection are shown. Data are mean  $\pm$  SD (n = 41 for Col-0, n = 41 for *pad2-1*, n = 39 for *PAD2/pad2-1*#1, n = 31 for *PAD2/pad2-1*#3) for (c). Data are mean  $\pm$  SD (n = 3) for (d). Statistical significance was determined using one-way ANOVA followed by post-hoc Dunnett's test. **e** Plant disease severity of *B. cinerea*-sprayed soil-grown seedlings. Disease severity rating is represented as healthy (H, green), light symptoms (L, pale green), severe symptoms (S, orange-yellow), or completely dead plants (D, red). Different letters indicate significant differences ( $P < 0.05$ ), determined with Kruskal-Wallis test. **f** Disease symptoms of 4-week-old Col-0, *pad2-1*, *PAD2/pad2-1*#1 and #3 plants

before and after spray inoculation with *B. cinerea* for 3 days. Scale bars: 1 cm. Source data are provided as a Source Data file.

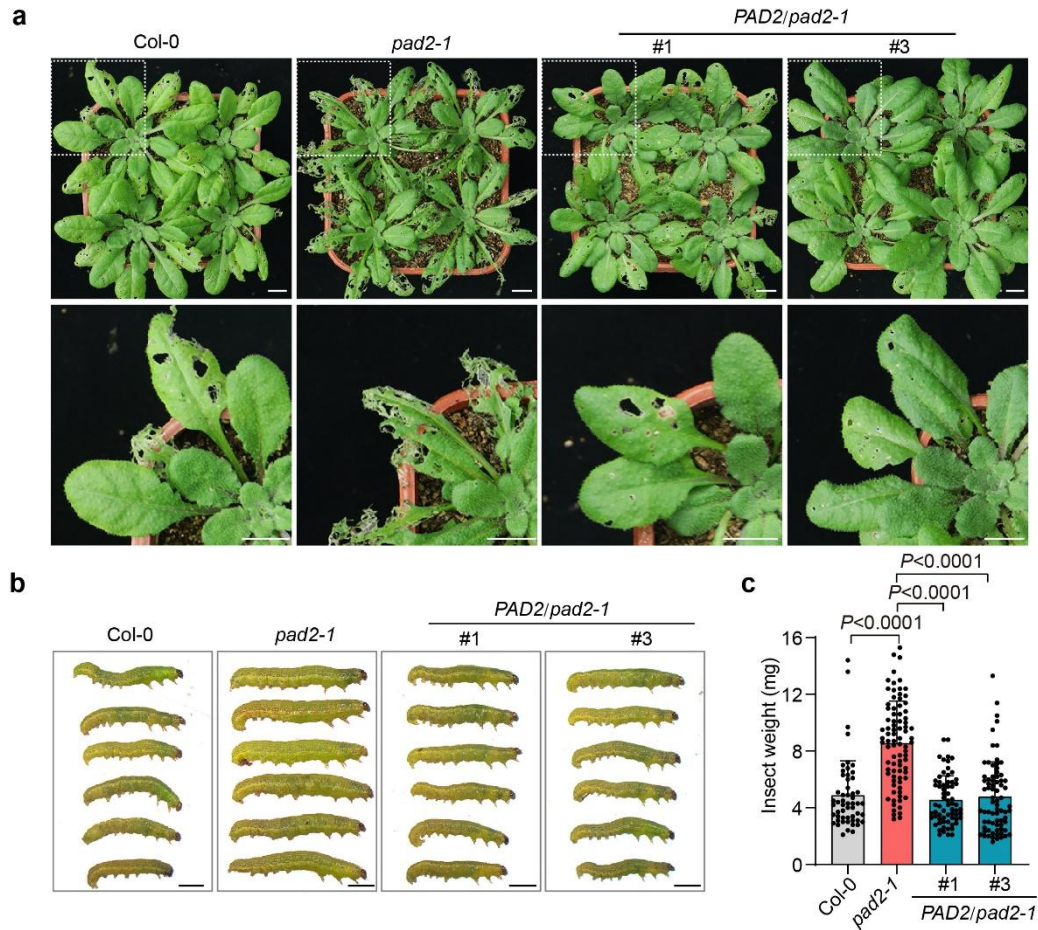

**Supplementary Figure 3. *pad2-1* is more susceptible to *S. exigua* feeding.** **a** The photographs of Col-0, *pad2-1*, *PAD2/pad2-1*#1 and *PAD2/pad2-1*#3 plants after 7 days of feeding with *S. exigua*. The bottom photographs are enlargements of some chewed leaves. Scale bars: 1 cm. **b, c** The representative images of *S. exigua* larvae (**b**) and quantification data of *S. exigua* larvae weight (**c**) recovered from Col-0, *pad2-1*, *PAD2/pad2-1*#1 and *PAD2/pad2-1*#3 plants after 7 days of feeding. Data are mean  $\pm$  SD (n = 54 for Col-0, n = 85 for *pad2-1*, n = 66 for *PAD2/pad2-1*#1, n = 75 for *PAD2/pad2-1*#3). Statistical significance was determined using one-way ANOVA followed by post-hoc Dunnett's test. Scale bars: 2 mm. Source data are provided as a Source Data file.

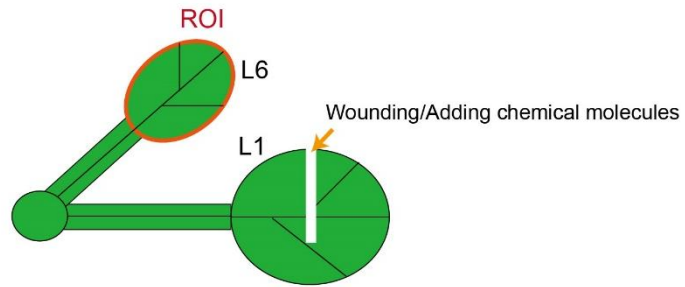

**Supplementary Figure 4. Diagram showing the regions of interest (ROI) used to assess the  $[Ca^{2+}]_{cyt}$  increase in systemic leaf 6 after wounding or application of chemical molecules to leaf 1. The entire leaf 6 was used to analyze the  $[Ca^{2+}]_{cyt}$  increase.**

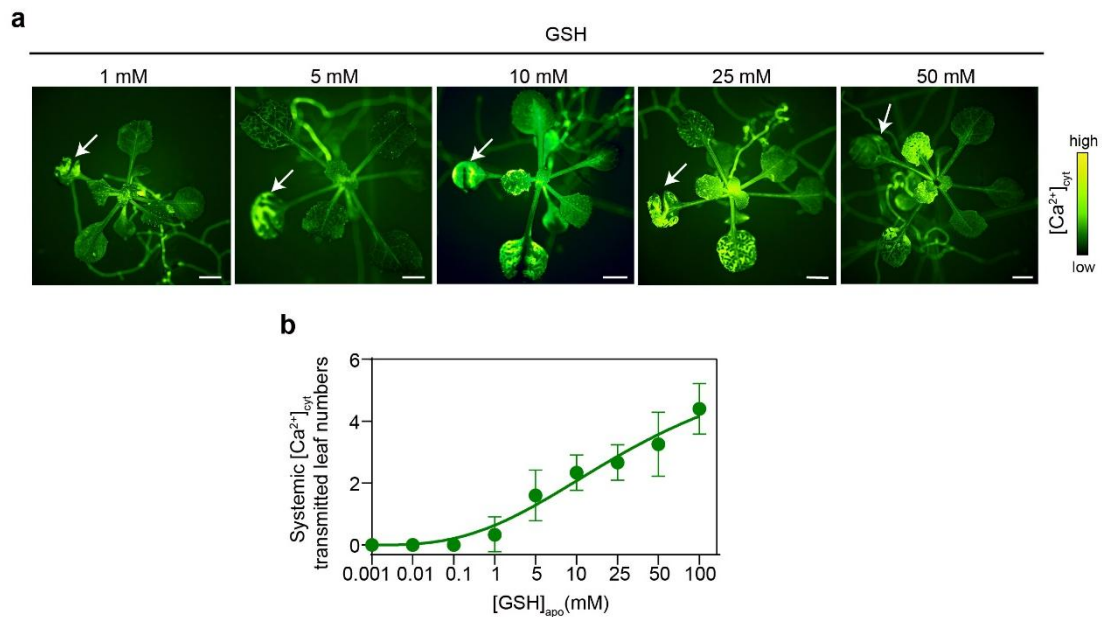

**Supplementary Figure 5. GSH triggers a long-distance transmission of [Ca<sup>2+</sup>]<sub>cyt</sub> increases in a concentration-dependent manner.** [Ca<sup>2+</sup>]<sub>cyt</sub> fluorescence signal imaging **(a)** and numbers of systemic leaves with apparent [Ca<sup>2+</sup>]<sub>cyt</sub> transmission **(b)** after application of GSH with indicated concentrations to the leaf (white arrow) of *GCaMP3* plants are shown. Data are mean ± SD (n = 3 for GSH concentrations of 0.001 mM, 0.01 mM, 0.1 mM, 1 mM, 10 mM, and 25 mM; n = 6 for 5 mM and 100 mM GSH; n = 8 for 50 mM GSH). Scale bars: 2 mm. Source data are provided as a Source Data file.

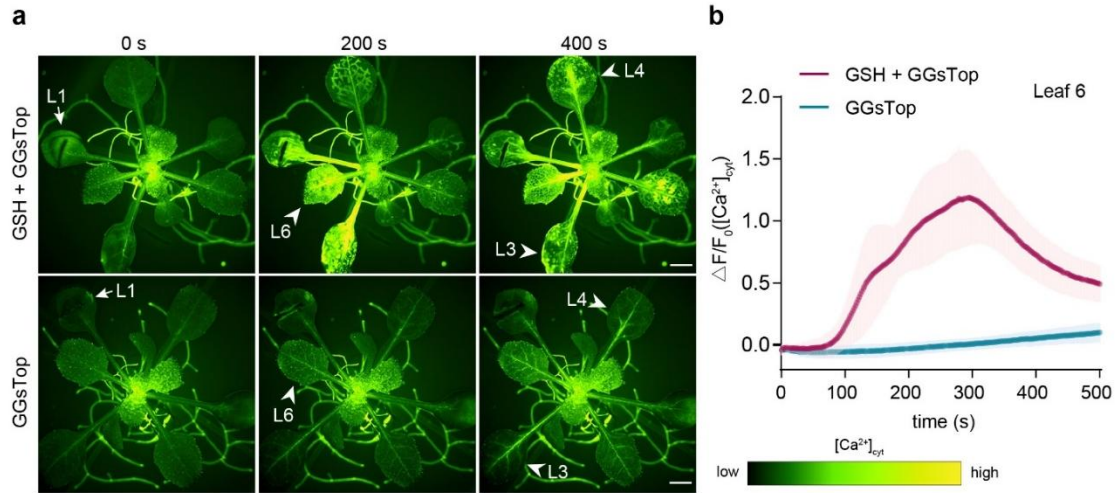

**Supplementary Figure 6. Application of GGsTOP fails to suppress GSH-triggered systemic  $[Ca^{2+}]_{cyt}$  transmission in plant.** **a**  $[Ca^{2+}]_{cyt}$  fluorescence signal imaging of *GCaMP3* plants after application of 100 mM GSH combined with 0.5 mM GGsTOP and 0.5 mM GGsTOP alone to leaf 1 (L1) (white arrow, 0 s) respectively. White arrowheads (200 s, 400 s) indicate leaf 6 (L6), leaf 3 (L3) and leaf 4 (L4). Scale bars: 2 mm. **b** Quantitative measurement of  $[Ca^{2+}]_{cyt}$  levels in target leaf 6 at indicated times after application of 100 mM GSH combined with 0.5 mM GGsTOP and 0.5 mM GGsTOP alone to leaf 1 of *GCaMP3* plants. Data are mean  $\pm$  SD (n = 12 for GSH + GGsTOP, n = 7 for GGsTOP). Source data are provided as a Source Data file.

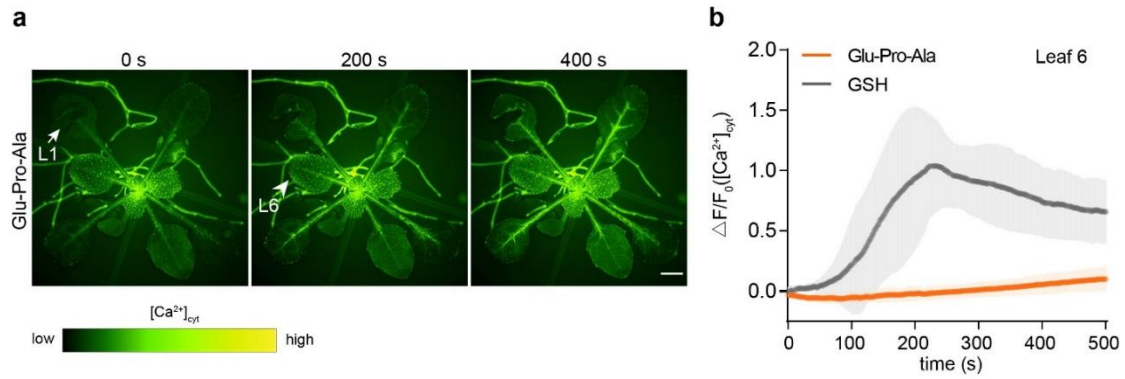

**Supplementary Figure 7. Application of Glu-Pro-Ala to leaf 1 failed to induce long-distance [Ca<sup>2+</sup>]<sub>cyt</sub> transmission in *GCaMP3* plants. **a** [Ca<sup>2+</sup>]<sub>cyt</sub> fluorescence signal imaging of *GCaMP3* plants after 100 mM Glu-Pro-Ala application (white arrow, 0 s) to leaf 1 (L1). White arrowhead (200 s) indicates leaf 6 (L6). Scale bar: 2 mm. **b** Quantitative measurement of [Ca<sup>2+</sup>]<sub>cyt</sub> levels in target leaf 6 at indicated times after application of 100 mM Glu-Pro-Ala to leaf 1 of *GCaMP3* plants. Data are mean ± SD (n = 9). GSH-induced *GCaMP3* data from Fig. 2c are reproduced (gray lines) to aid in comparison. Source data are provided as a Source Data file.**

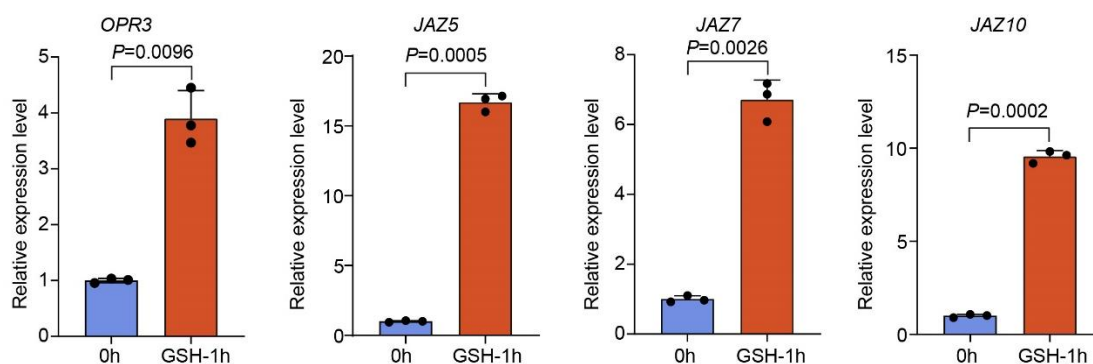

**Supplementary Figure 8. Relative gene expression level of JA-responsive genes in the target leaf 6 one hour after application of 100 mM GSH to leaf 1 of WT plants.** Data are mean  $\pm$  SD (n =3). Statistical significance was determined by two-sided Welch's t test. Source data are provided as a Source Data file.

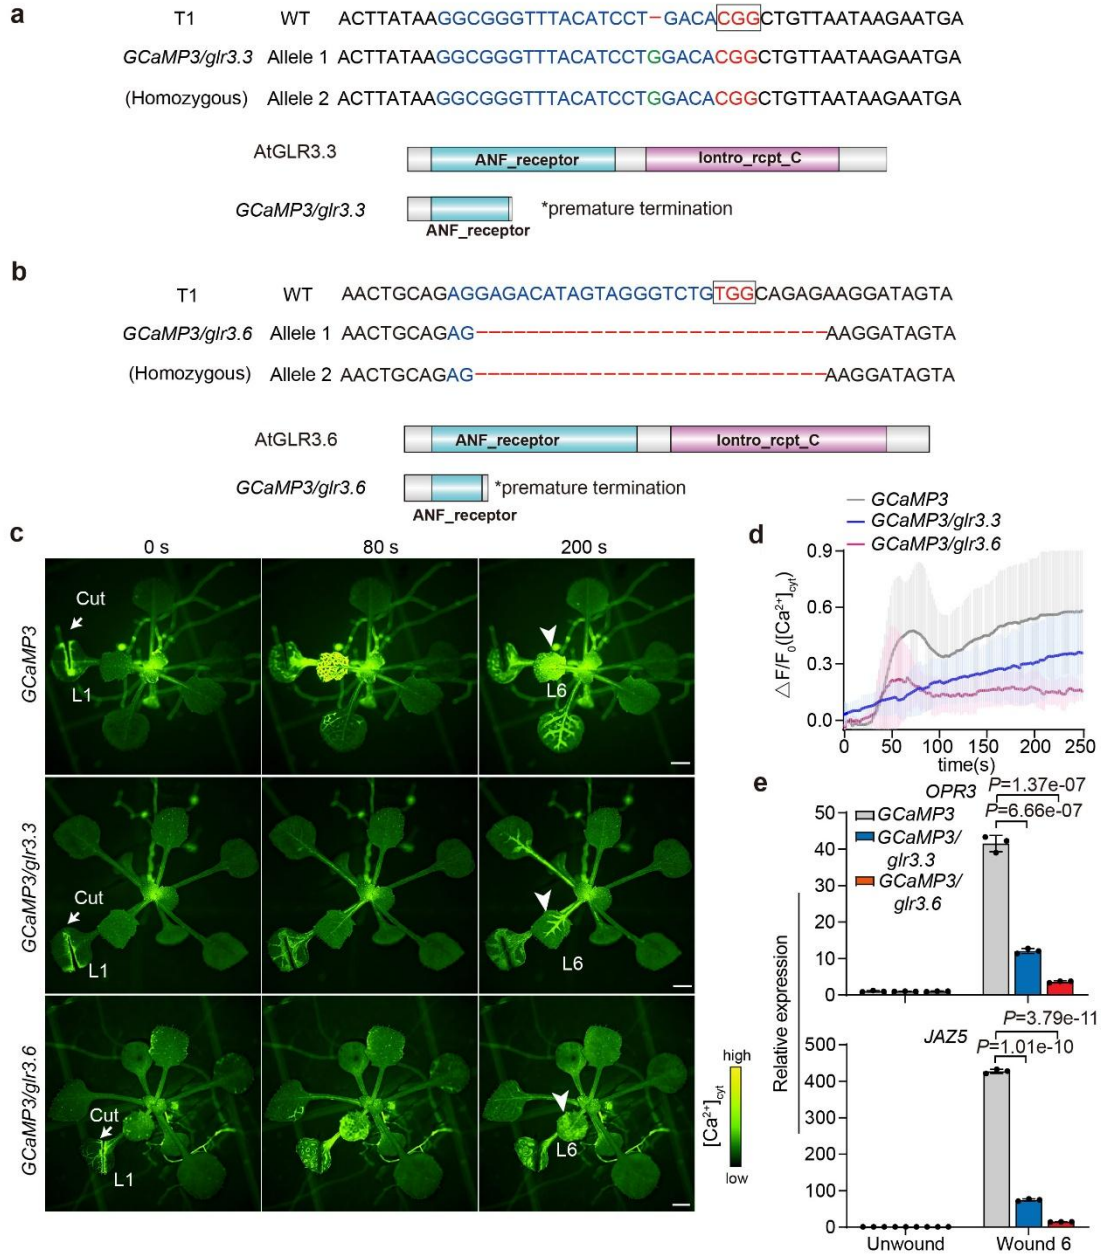

**Supplementary Figure 9. Genome editing of *glr3.3*, *glr3.6* single mutant in *GCaMP3*.**

**a, b** Mutant alleles and predicted protein translation of genome-edited genes identified in regenerated *GCaMP3/glr3.3* (**a**) and *GCaMP3/glr3.6* (**b**) mutants. Blue letters indicate the target site, red letters in the small rectangular frames indicate the protospacer adjacent motif, minus symbols represent deletions, and green letters represent base insertion. **c-e** Wound-induced systemic [Ca<sup>2+</sup>]<sub>cyt</sub> and plant defense responses are reduced in *GCaMP3/glr3.3* and *GCaMP3/glr3.6* mutants. The representative images of [Ca<sup>2+</sup>]<sub>cyt</sub> fluorescence signal in

whole seedling **(c)**, quantitative measurement of  $[Ca^{2+}]_{cyt}$  levels **(d)** and defense gene expression levels **(e)** in target leaf 6 (L6) (white arrowhead, 200 s) at indicated times after wounding leaf 1 (L1) (white arrow, 0 s) of *GCaMP3*, *GCaMP3/glr3.3* and *GCaMP3/glr3.6* plants. *GCaMP3* data from Fig. 1g are reproduced (gray lines) to aid in comparison. Data are mean  $\pm$  SD (n = 6, 6, 14 for *GCaMP3/glr3.3*, *GCaMP3/glr3.6* and *GCaMP3* in d, n = 3 for e). Statistical significance was determined by Dunnett's test. Scale bars: 2 mm. Source data are provided as a Source Data file.

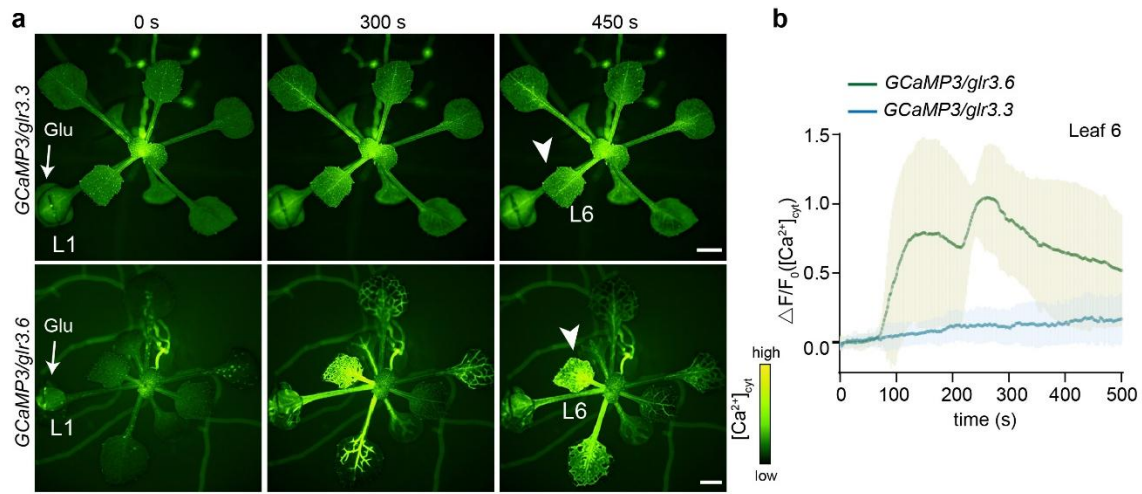

**Supplementary Figure 10. Glu-triggered long-distance  $[Ca^{2+}]_{cyt}$  propagation was dependent on GLR3.3.** The representative images of  $[Ca^{2+}]_{cyt}$  fluorescence signal **(a)** and quantitative measurement for  $[Ca^{2+}]_{cyt}$  levels **(b)** in target leaf 6 at indicated times after application of 100 mM Glu to leaf 1 of *GCaMP3/glr3.3* and *GCaMP3/glr3.6* plants respectively. Data are mean  $\pm$  SD ( $n = 3$  and  $6$  for *GCaMP3/glr3.6* and *GCaMP3/glr3.3* in panel b). Scale bars: 2 mm. Source data are provided as a Source Data file.

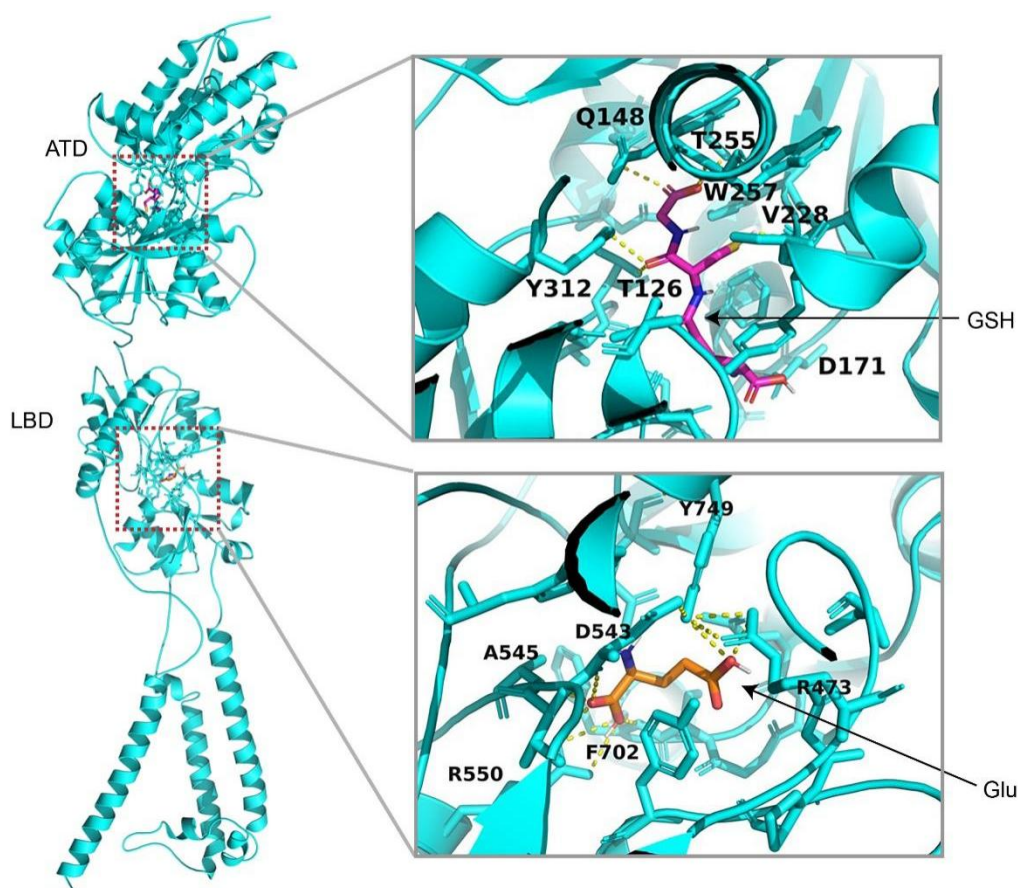

**Supplementary Figure 11. Prediction of GSH and Glu binding with GLR3.3 by molecular docking.** Structure of AtGLR3.3 with its ligands (right). The GSH binding pocket in ATD (top-right) and Glu binding pocket in LBD (bottom-right) are shown. Ligands and cavity residues within 5 Å of ligand molecules are presented in stick. The polar interactions between ligands and pockets are depicted by yellow dashed lines.

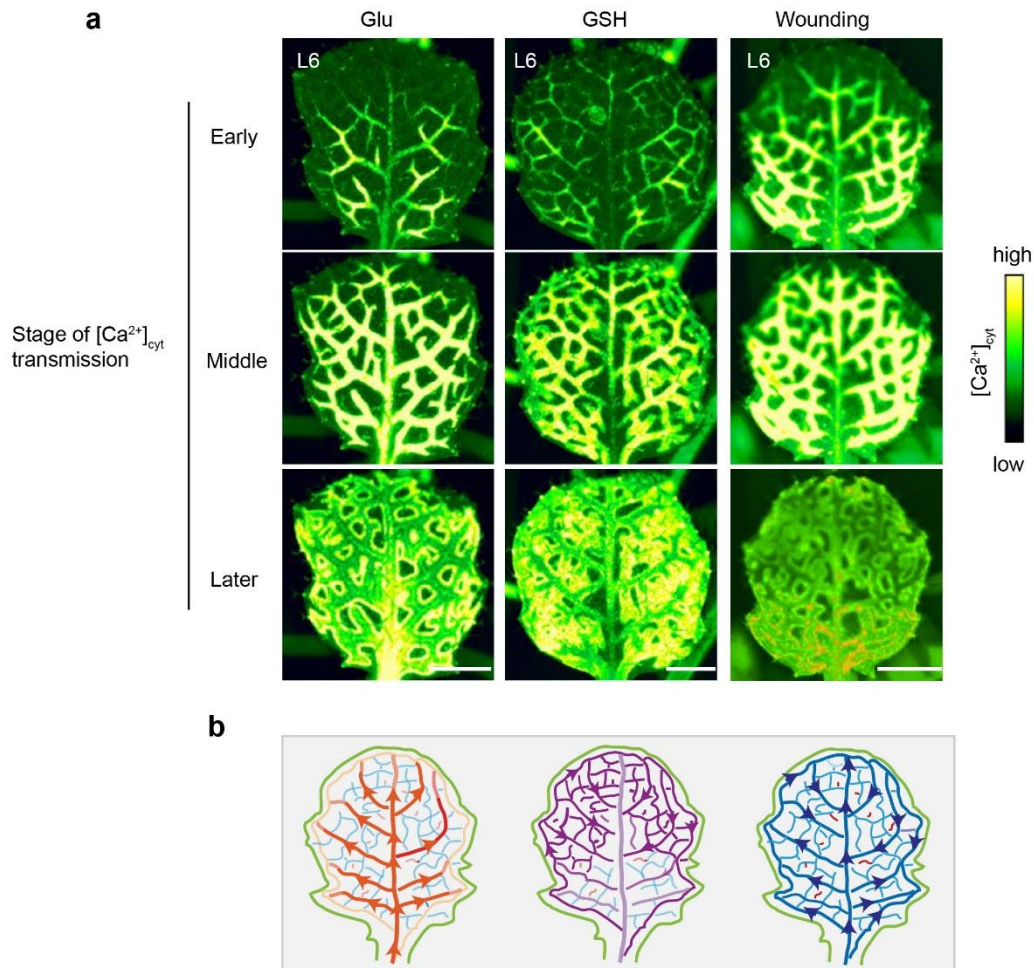

**Supplementary Figure 12. Distinct calcium transmission pattern in plant systemic leaves was triggered by GSH and Glu.** **a** The representative images of early, middle, and later stages of GSH-, Glu- and wound-triggered  $[Ca^{2+}]_{cyt}$  transmission in leaf 6 (L6) of *GCaMP3* plants. Note that GSH triggers the systemic  $[Ca^{2+}]_{cyt}$  propagation in the marginal-to-mid vein direction (refers to Supplementary Movie 6 for details) while Glu induces the mid-to-marginal vein  $[Ca^{2+}]_{cyt}$  transmission (refers to Supplementary Movie 7 for details). Wound-induced  $[Ca^{2+}]_{cyt}$  transmission contains both marginal-to-mid vein and mid-to-marginal vein directions (refers to Supplementary Movie 8 for details). Scale bars: 1 mm. **b** The schematic diagrams of transmission directions of  $[Ca^{2+}]_{cyt}$  triggered by Glu (left), GSH (middle), and wounding (right) in systemic leaves.

# Supplementary material for: Glutathione triggers leaf-to-leaf, calcium-based plant defense signaling
**Source:** Nat Commun. 2025 Feb 24;16:1915. doi: 10.1038/s41467-025-57239-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary files**

**Supplementary Data 1.** List of DEGs in systemic leaf 6 one hour after application of GSH to leaf 1 of WT plants compared to non-stimulated mock control plants.

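Supplementary Data 1 gives for each DEG the FPKM values of 3 mock and 3 GSH libraries with a fold change and an adjusted p. The 2268 FPKM values of its 378 genes are all equal to the deposited ones. Of these genes, 87 were below the filter on low expression and 291 were tested, and every tested gene changed in the direction that the paper lists. Across the 291 genes, the Pearson correlation of the log2 fold changes with the paper's was 0.85. Over these 291 genes, the median log2 fold change was 1.18, and the median of the paper's values is 1.44. Among the tested genes, 185 were DEGs, 51 passed the adjusted p but not the fold change, and 55 did not pass the adjusted p. Of the 205 DEGs, 20 are not in the paper's list. Most DEGs in common, 262, were found without GSH replicate 1, and fewest, 72, without the filter on low expression.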

**Supplementary Data 2.** GO analysis of DEGs in systemic leaf 6 one hour after application of GSH to leaf 1 compared to non-stimulated mock control plants.

**Supplementary Data 3.** List of DEGs in systemic leaf 6 one hour after wounding leaf 1 of WT plants compared to uninjured mock control plants.

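Supplementary Data 3 lists DEGs after wounding in the form of Supplementary Data 1, with the wounding mock libraries as control. Of its 2301 genes, 1997 were read here. Their 11982 FPKM values are all equal to the deposited ones. After the filter on low expression, 1598 of them were tested, of which all changed in the listed direction and 1152 were DEGs. The correlation with the paper's log2 fold changes across these genes was 0.90.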

**Supplementary Data 4.** List of DEGs in systemic leaf 6 one hour after application of Glu to leaf 1 of WT plants compared to non-stimulated mock control plants.

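Supplementary Data 4 lists 392 DEGs after Glu treatment, with the same mock libraries as Supplementary Data 1. Of these, 113 were below the filter and 279 were tested. All 279 changed in the listed direction, and 175 were DEGs. A further 90 passed the adjusted p but not the fold change. The correlation with the paper's log2 fold changes was 0.86. Of the 207 DEGs after Glu, 32 are not in the paper's list.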

**Supplementary Data 5.** Primers used in this study

**Supplementary Movie 1.** Mechanical wounding (scissors) leaf 1 (L1) in *GCaMP3/pad2-1* mutant plant showing reduced  $\text{Ca}^{2+}$  increases in leaf 6 (L6).

**Supplementary Movie 2.** Mechanical wounding (scissors) leaf 1 (L1) in *GCaMP3* plant showing normal  $\text{Ca}^{2+}$  increases in leaf 6 (L6).

**Supplementary Movie 3.** Systemic transmission of  $[\text{Ca}^{2+}]_{\text{cyt}}$  elevation in *GCaMP3* plant in response to 100 mM GSH added to the wound of leaf 1.

**Supplementary Movie 4.** Systemic transmission of  $[\text{Ca}^{2+}]_{\text{cyt}}$  elevation in *GCaMP3/glr3.3* mutant in response to 100 mM GSH added to the wound of leaf 1.

**Supplementary Movie 5.** Systemic transmission of  $[\text{Ca}^{2+}]_{\text{cyt}}$  elevation in *GCaMP3/glr3.6* mutant in response to 100 mM GSH added to the wound of leaf 1.

**Supplementary Movie 6.** The  $[\text{Ca}^{2+}]_{\text{cyt}}$  transmission pattern in leaf 6 (L6) in response to 100 mM GSH added to the wound of leaf 1 (L1) in *GCaMP3* plant.

**Supplementary Movie 7.** The  $[\text{Ca}^{2+}]_{\text{cyt}}$  transmission pattern in leaf 6 (L6) in response

to 100 mM Glu added to the wound of leaf 1 (L1) in *GCaMP3* plant.

**Supplementary Movie 8.** The  $[Ca^{2+}]_{cyt}$  transmission pattern in leaf 6 (L6) in response to mechanical wounding (scissors) leaf 1 (L1) in *GCaMP3* plant.

How the deposited data were processed for this re-analysis (not part of the article)

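RNA-seq of leaf 6 covered 15 libraries of WT *Arabidopsis* plants 22 to 24 days old, in 5 groups of 3: mock, GSH, Glu, wounding mock and wounding. The authors aligned reads with HISAT2, and the deposited values are FPKM values from StringTie. The file that holds them is named as raw counts, but its values are not whole numbers, and they are equal to the FPKM values in the paper's Supplementary Data 1 and 4 and in the part of Supplementary Data 3 that was read. The paper's own DEGs came from DESeq2, which takes counts.

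Of 32833 genes, 7307 were at 0 in all libraries. Gene names and overlaps between genes were taken from TAIR10.1, in which 99.1% of the gene IDs were found. The genome build used by the authors is not named, so no position of a gene is given except those of the guide targets, which were matched to TAIR10.1 here. FPKM totals are not depths, so the number of fragments per library, and the precision of low values, are unknown. In wounding mock replicate 1 the smallest FPKM values above 0 were larger than in the other libraries.

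Groups were compared in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with a variance trend and no further scaling. Adjusted p values of genes are from limma with the Benjamini-Hochberg method. Genes needed at least 1 FPKM in 3 or more of the libraries compared. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1. There were 6 comparisons: GSH with mock, Glu with mock, wounding with wounding mock, GSH with Glu, mock with wounding mock, and the GSH effect minus the wounding effect. The comparisons, gene lists and thresholds, and the alternatives not named as added, were set before the data were examined. The tests first planned for counts were replaced by limma after the unit of the file was known. The method was tested on simulated data, in which 198 of 200 changed genes were called, with 5 unchanged genes, and none was called when no change was simulated. The simulated noise was normal and independent between genes, and every simulated change was beyond the threshold on fold change. The test therefore does not show how many real changes near that threshold are found. After the results were seen, unchanged groups were also simulated 100 times for each comparison from the deviations of its libraries, and for GSH and Glu also with the effect of 1 treatment kept.

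There were 11 gene lists: JAZ repressors, JA biosynthesis, JA catabolism, salicylic acid, ethylene, oxidative stress, iron deficiency, sulfur deficiency, circadian clock, heat shock and GLR clade 3. They were tested with fry and with camera from limma. Single genes are named by a rule: those in the paper's transcriptome text and Fig. 3c, PAD2, GLR3.3 and GLR3.6, and the 5 largest increases and decreases per comparison among DEGs without overlap of the groups. A mean of at least 1 FPKM took the place of the planned minimum on counts in this rule.

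Alternatives changed the filter, the threshold, the control group, the libraries in the fit or the use of replicate numbers. Further alternatives, chosen after seeing the data, changed the pseudocount to 0.1, the filter, the scaling, the control of the shared overlap and the correlation in camera. Tests that need counts were not run. GO enrichment was not re-computed, because the annotation of all genes was not used here.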

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

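The 6 comparisons, the gene lists and their fits without 1 library were set before the data were examined, as were the splits of 3 against 3 libraries. The other tests of explanations in this part were chosen only after the result was seen.

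A difference between treatments appeared in the GSH effect minus the wounding effect, each against its own mock group, with 1202 DEGs (522 higher and 680 lower). Among 100 splits, 2 gave as many DEGs, the real one included; the other, with 1228, exchanged mock replicate 3 for wounding mock replicate 1. The 10 other splits that kept the GSH and the wounding libraries in their groups, but mixed the untreated libraries, gave from 877 to 1228 DEGs. Not every mix of the untreated libraries was among the 100 splits. The 89 splits that mixed the treated libraries gave at most 7. The splits thus follow the difference of treated from treated libraries, and they do not show that the effects against the mock groups differ. In 100 simulations of unchanged groups, variation between replicates alone gave at most 2 DEGs, which argues against it as the cause. Lower JA gene levels in wounding mock could enlarge the wounding effect. Compared directly, without a mock group, the JAZ list was lower after GSH than after wounding, with a median of -2.07, which argues against this as the whole cause. The direct comparison gave 1069 DEGs, and 835 of the 1202 (69.5%) were among them with the same sign. The GSH and wounding experiments have their own untreated groups, and a difference between experiments remains open.

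GSH and Glu differed in 11 DEGs in the direct comparison. Of the 10 splits of the 6 libraries, 1 gave as many, the real one, and the largest other split gave 2; a share under 0.1 is out of reach with 10 splits, so they decide nothing. Variation between replicates alone gave at most 4 DEGs in 100 simulations of unchanged groups, which argues against it as the cause. Without Glu replicate 1 the number was 2, and without GSH replicate 1 it was 36. Among these DEGs is AT1G75945, which was listed at 0 in every Glu library. Assignment of its reads to an overlapping gene might explain such a value, but 0 annotated genes overlap it. Of the 5 genes higher after GSH, 1 overlaps another gene, and of the 6 lower, 3 do. PP2-A10, higher after GSH, had at most 0.110 FPKM in Glu libraries, where its overlapping gene AT1G10150 had at least 7.96. In GSH libraries, PP2-A10 had at least 4.20 FPKM and AT1G10150 at most 1.89. Assignment of reads therefore remains a candidate explanation for PP2-A10. A biological explanation was not tested.

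Mock and wounding mock, both untreated, differed in 39 DEGs, a comparison that the paper does not report. Of these, 38 were higher in mock, 7 of them in a JA list. Of the 10 splits, 1 gave as many, the real one, and the largest other split gave 1 DEG; their share cannot fall under 0.1, so they decide nothing. Variation between replicates alone is argued against, since 100 simulations of unchanged groups gave 0 DEGs. Wounding mock replicate 1 alone is argued against, since 67 DEGs were found without it, 38 of them in common; without mock replicate 2, the number was 3. A wound-like response in the mock plants is a candidate explanation: 31 of 38 genes were higher still in wounding libraries than in mock, 26 of them as DEGs. The paper's methods describe a cut of leaf 1 some hours before small molecules were applied for gene expression. Whether the mock plants received this cut is not stated. Time of day cannot be told apart, since the hours of harvest are not given; the mixed test of the circadian clock list had an adjusted p of 0.18 from limma. Among the 39 DEGs, 10 were also GSH DEGs and 10 Glu DEGs.

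The sulfur deficiency list, which the paper does not discuss, was higher after wounding, with a median log2 fold change of 1.53 (9 of 9 genes higher, limma fry adjusted p = 0.0055; 0.27 in camera with the estimated correlation). The choice of mock libraries might have produced this. Against the other mock group the median was 1.09, which argues against the choice of control as the whole cause. The test does not decide what raised these genes.

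The heat shock list was higher after wounding, with a median of 2.19 (6 of 7 genes higher, limma fry adjusted p = 2.2e-05), and after Glu, with a median of 0.64 (5 of 5 genes higher, limma fry adjusted p = 0.00025). In limma's camera with the estimated correlation, neither passed (0.0501 and 0.0838). The result after Glu did not pass with all 15 libraries in one fit, with an adjusted p of 0.28 from limma, and ranged from 4.2e-05 to 0.28 over the alternatives. These genes lie outside those the paper discusses. With the other mock group as control, the medians were 2.06 and 0.77, which argues against the choice of control as the whole cause of either. A difference in handling of treated plants could also raise them and was not tested.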

How the results depend on the processing

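No test was added in this part; the alternatives with pseudocount 0.1, with at least 1 FPKM in every library, with median ratio scaling, with quantile normalization and with an estimated correlation were chosen only after the results were seen. DESeq2, RLE factors in edgeR and a minimum of 10 counts in every library need counts and were not run. The cause of the changes below was not tested, except where fewer genes or fewer libraries were used.

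With the adjusted p alone, the DEGs numbered 779 for GSH, 1712 for Glu, 3303 for wounding and 2338 for the GSH effect minus the wounding effect. The overlaps were 381 for GSH and wounding, 570 for GSH and Glu, 280 for all 3, 101 for GSH and wounding only and 362 for Glu and wounding only, and 265 of the paper's Glu DEGs were called. With an adjusted p under 0.01, there were 136 GSH DEGs, 3 between GSH and Glu, 72 shared by GSH and Glu, and 121 of the paper's GSH DEGs.

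With no filter, there were 84 GSH DEGs, 1 between GSH and Glu and 19 between mock and wounding mock. Overlaps were 54 for GSH and wounding, 47 for GSH and Glu, 33 for all 3 and 21 for GSH and wounding only. The paper's GSH DEGs called were 72, and the GO term members 32. The correlations of log2 fold changes were 0.78 for GSH and Glu and 0.39 for GSH and wounding, and the oxidative stress list after GSH had a median of 0.11. With no filter and pseudocount 0.1, these correlations were 0.71 and 0.34 and the list's median 0.12, with 328 Glu DEGs, 3 between GSH and Glu, 23 between mock and wounding mock, and 44 shared by Glu and wounding only. With pseudocount 0.1 and the filter, there were 316 Glu DEGs, and overlaps of 167 for GSH and Glu, 66 for GSH and wounding only and 40 for Glu and wounding only.

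With at least 1 FPKM in every library, fewer genes were tested. There were 131 Glu DEGs and 4 between GSH and Glu, and overlaps of 50 for GSH and wounding, 73 for GSH and Glu, 24 for all 3, 26 for GSH and wounding only and 14 for Glu and wounding only. Of the paper's DEGs, 122 for GSH and 113 for Glu were called, and 36 GO term members. The correlation of GSH and wounding was 0.40. Medians changed sign for salicylic acid after GSH (-0.060), sulfur deficiency after GSH (-0.14) and oxidative stress after wounding (-0.15).

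With all 15 libraries in one fit, mock and wounding mock differed in 81 DEGs, the correlation of GSH and wounding was 0.41, and the medians of oxidative stress after GSH and ethylene after wounding were 0.057 and -0.017. With wounding mock as control, there were 318 GSH DEGs and 427 Glu DEGs, PAD2 changed by 0.11 after GSH and 0.082 after Glu, and GLR3.3 by 0.11 after Glu. With all 6 untreated libraries as control, PAD2 changed by 0.014 after GSH and GLR3.3 by 0.030 after Glu. Median ratio scaling gave -0.014 for GLR3.3 after GSH, -0.045 for sulfur deficiency after GSH and 0.098 for GLR clade 3 after wounding. For the GSH effect minus the wounding effect, with 522 higher and 680 lower DEGs, it gave 367 higher and 778 lower. The balance changed side with the adjusted p alone (1425 higher and 913 lower) and with pseudocount 0.1 (698 higher and 681 lower), so no direction is given for this comparison. After wounding, with 888 higher and 459 lower DEGs, the balance changed side with the adjusted p alone (1472 higher and 1831 lower). Quantile normalization gave -0.043 for GLR3.3 and -0.082 for sulfur deficiency after GSH. Camera with an estimated correlation passed 6 list tests.

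Fits that each left out 1 library gave from 134 (without mock replicate 1) to 358 (without GSH replicate 1) GSH DEGs, and the same libraries gave from 118 to 262 of the paper's GSH DEGs, from 76 to 147 genes shared by GSH and wounding, and from 30 to 91 shared by these only. Between GSH and Glu there were from 2 (without Glu replicate 1) to 36 (without GSH replicate 1) DEGs, between mock and wounding mock from 3 (without mock replicate 2) to 67 (without wounding mock replicate 1), and from 18 (without Glu replicate 1) to 48 (without Glu replicate 3) were shared by Glu and wounding only. The correlations ranged from 0.76 to 0.83 for GSH and Glu and from 0.39 to 0.44 for GSH and wounding. In these fits, medians after GSH ranged from -0.17 to 0.10 for oxidative stress, from -0.19 to 0.13 for sulfur deficiency, from -0.053 to 0.022 for the circadian clock and from -0.11 to 0.055 for GLR clade 3. Single genes after GSH ranged from -0.15 to 0.030 for PAD2, from -0.022 to 0.093 for GLR3.3 and from -0.11 to 0.055 for GLR3.6. The circadian clock list after Glu ranged from -0.063 to 0.00089. After wounding, iron deficiency ranged from -0.33 (without wounding mock replicate 1) to 0.86 and GLR clade 3 from -0.12 to 0.046.

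With the replicate number as a replicate block, there were 186 GSH, 210 Glu and 1375 wounding DEGs. Residuals of libraries with the same number had correlations from -0.15 to 0.19, so the numbers do not pair the plants. Over the alternatives that kept all libraries, 777 values of named genes kept direction and side of the threshold, 71 became weaker, 5 stronger and 7 reversed; for the lists, these were 243, 9, 9 and 10.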

Differences from the paper's values

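The alternatives named here without a further remark were set before the data were examined. The paper's 378 GSH DEGs compare with 205 here, its 354 higher genes with 199 and its 24 lower genes with 6. Without GSH replicate 1, the values were 358, 342 and 16, and with wounding mock as control the total was 318, with 308 higher; with all 6 untreated libraries as control, 240 were higher. These are within 1.5 times the paper's. The lower genes with these controls, 10 and 6, were not, nor was the total of 246 with the second. The other alternatives, among them the adjusted p alone (779), no filter (84) and all 15 libraries in one fit (221), did not close the gap. A pseudocount of 0.1, chosen after seeing the values, gave 284 DEGs, of which 273 were higher, both within 1.5 times, and 11 lower, which was not.

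For Glu, the paper's 392 DEGs compare with 207, its 338 higher genes with 194 and its 54 lower genes with 13. With wounding mock as control there were 427 DEGs, 389 higher and 38 lower, all within 1.5 times the paper's. With all 6 untreated libraries as control there were 263, of which 248 were higher, both within range, and 15 lower, which was not. Without Glu replicate 3, 227 were higher. For the lower genes, no other alternative closed the gap; with 1 library left out, the highest was 27, without Glu replicate 3, and the adjusted p alone gave 512. For the total, the fits without 1 library, from 186 to 254, and the other thresholds and filters did not close it. A pseudocount of 0.1 gave 316 DEGs with 287 higher, and together with no filter 328 with 294 higher, all within 1.5 times, while the lower genes, 29 and 34, were not; both alternatives were chosen after seeing the values. The paper's 2301 wounding DEGs compare with 1347. The adjusted p alone gave 3303, within 1.5 times, and no other alternative set before the data were examined did so. A pseudocount of 0.1 gave 1644, and together with no filter 1683, also within 1.5 times; both were chosen after seeing the values.

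The paper's 207 genes shared by GSH and wounding compare with 94, and 147 were found without GSH replicate 1, the only alternative set before that came within range. Its 228 shared by GSH and Glu compare with 111, its 267 shared by GSH or Glu with wounding compare with 118, and its 126 shared by all 3 treatments compare with 51. No alternative set before the data were examined closed these 3 gaps. A pseudocount of 0.1, chosen after seeing the values, gave 167 for GSH and Glu, 181 for GSH or Glu with wounding and 141 for GSH and wounding, all within 1.5 times, and 75 for all 3 treatments, which was not. The paper's 81 genes of GSH and wounding only compare with 43, and came within range with the adjusted p alone (101) and without GSH replicate 1 (91), but not with the others. A pseudocount of 0.1 gave 66, chosen after seeing the values. Its 60 genes of Glu and wounding only compare with 24. Without Glu replicate 3 there were 48; the others set before did not close the gap. A pseudocount of 0.1 gave 40, and with no filter 44, both chosen after seeing the values.

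For JAZ5 after wounding, the paper's log2 fold change is 7.34, and the log2 ratio of mean FPKM computed here is 7.43. The FPKM values of the paper's table equal the deposited ones, so these are 2 different measures, and the gap is not one between values of the same measure. The ratio was 7.40 without wounding replicate 1 and 7.34 without wounding mock replicate 3, within the spread between replicates, while the other fits without 1 library did not close the gap.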

Other observations

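In this part, the 6 comparisons, the gene lists and their fits without 1 library were set before the data were examined. The tests on the sulfur deficiency list after GSH, on time of day and on the shared mock libraries were also set earlier, as were the splits of 3 against 3 libraries. The other tests of explanations were chosen only after the result was seen.

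If GSH or its sulfur reached leaf 6, sulfur deficiency genes might fall there. The list had a median log2 fold change of 0.01 after GSH (5 of 9 genes higher, limma fry adjusted p = 0.95), and no gene passed. Since its members went both ways, the movement of GSH to leaf 6 cannot be told apart from its absence by this test.

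A later hour of harvest in treated plants could change genes in all 3 treatments. The library names mark both untreated groups as the start time and the treated groups as 1 h. Of 13 circadian clock genes, 9 changed with the same sign in all 3, and 3.25 would be expected by chance if the treatments were independent, which they are not. Their median absolute log2 change was 0.20 after GSH, 0.09 after Glu and 0.42 after wounding, against 1.68 for the 51 shared DEGs after GSH. The list had a median of -0.03 after GSH, with 6 of 13 genes higher (limma fry adjusted p = 0.97, mixed test 0.0011). No untreated library is marked as 1 h, so elapsed time cannot be told apart from treatment. Nor can time of day, since the clock hours are not given.

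For the DEGs of GSH, of Glu and of wounding, 1 of the 10 splits of the 6 libraries gave as many in each comparison, the real one. The largest other splits gave 1, 3 and 0 DEGs. With 10 splits the share cannot fall under 0.1, so they decide nothing. In 100 simulations of unchanged groups per comparison, built from the deviations of the same libraries, variation between replicates alone gave at most 5, 1 and 18 DEGs, which argues against it as the cause of 205, 207 and 1347. A difference between batches that follows the groups is not covered by this. The mock libraries shared by GSH and Glu could produce an overlap; the highest number of shared DEGs among simulated unchanged groups was 2, but those groups had at most 14 DEGs, so they could not have shared 111. With separate controls, Glu against wounding mock, 124 DEGs were shared, against 4.63 expected by chance, and 116 of them were not DEGs between the mock groups. With GSH against wounding mock instead, chosen after seeing the data, 116 were shared. This argues against shared mock libraries as the whole cause of the 111.

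The iron deficiency list was higher after GSH in 12 of 12 genes, with a median of 1.79 (limma fry adjusted p = 0.067), and 5 were DEGs. The paper's GSH list holds 9 of its members, so the list is not independent of the study. GSH replicate 1 alone is argued against, since the median was 1.19 without it (limma fry adjusted p = 0.010, from 0.010 to 0.20 over the alternatives). Differences among untreated plants are a candidate explanation: in 12 of 12 genes, the highest wounding mock library exceeded the lowest GSH library, which is a low bar, and in 4 of 12 it exceeded the GSH mean. Against wounding mock, the median was 0.64, and 0.03 without wounding mock replicate 1. After Glu it was 0.25.

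The heat shock list was raised in GSH replicates 2 and 3, with median log2 changes of 1.60 and 1.27, and not in replicate 1, with -0.29. Over all 3 libraries, its median was 0.86 (5 of 5 genes higher, limma fry adjusted p = 0.35). Without GSH replicate 1, the median was 1.44 (limma fry adjusted p = 0.0043, from 0.0043 to 0.62 over the alternatives), and 358 genes were DEGs, of which 195 were among the 205.

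Wounding mock replicate 1 had 2158 genes at 0 that were above 0 in the other 2 libraries of its group, with a median of 0.258 FPKM in those. Lower depth is a candidate explanation, since its 1st percentile of FPKM above 0 was 3.08 times the median of the other 14 libraries.

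AT1G12310 was listed at 0 in every Glu library. Assignment of reads to the overlapping gene AT1G12320 is a candidate explanation: in the 7 libraries where AT1G12310 was the lower of the 2, AT1G12320 was at least 12.0 FPKM, and in the other 8 at most 8.30 FPKM. For AT1G66820 and its overlapping gene AT1G66830, the log2 difference of AT1G66830 between Glu and mock was 0.15. Such a transfer of reads could explain the values listed at 0, and cannot be told apart from a lower expression. Of 17 genes at 0 in a whole group and high elsewhere, 10 overlap another gene (58.8%, against 34.2%, two-sided Fisher's exact test, p = 0.039). The neighbor was higher in 7 of 11 pairs (exact sign test, p = 0.55, with pairs treated as independent). They are not independent, since AT1G66820 and AT1G66830 enter once each for GSH, Glu and wounding mock, against the same mock libraries.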
